# R-spondin2 promotes hematopoietic differentiation of human pluripotent stem cells by activating TGF beta signaling

**DOI:** 10.1186/s13287-019-1242-9

**Published:** 2019-05-20

**Authors:** Yv Wang, Jie Gao, Hongtao Wang, Mengge Wang, Yuqi Wen, Jiaojiao Guo, Pei Su, Lihong Shi, Wen Zhou, Jiaxi Zhou

**Keywords:** R-spondin2, Human pluripotent stem cells, Hematopoietic differentiation, Mesoderm, TGF-β signaling

## Abstract

**Background:**

Human pluripotent stem cells (hPSCs) provide supplies of potential functional blood cells to suffice the clinical needs. However, the underlying mechanism of generating genuine hematopoietic stem cells (HSCs) and functional blood cells from hPSCs remains largely elusive.

**Method:**

In this study, we supplied R-spondin2 exogenously during hematopoietic differentiation of hPSCs under various culture conditions and analyzed the production of hematopoietic progenitor cells (HPCs). We further added R-spondin2 at different temporal window to pin down the stage at which R-spondin2 conferred its effects. RNA-SEQ-based gene profiling was applied to analyze genes with significantly altered expression and altered signaling pathways. Finally, megakaryocytic differentiation and platelet generation were determined using HPCs with R-spondin2 treatment.

**Results:**

We found that R-spondin2 generated by hematopoiesis-supporting stromal cells significantly enhances hematopoietic differentiation of hPSCs. Supply of R-spondin2 exogenously at the early stage of mesoderm differentiation elevates the generation of APLNR^+^ cells. Furthermore, early treatment of cells with R-spondin2 enables us to increase the output of hPSC-derived platelet-like particles (PLPs) with intact function. At the mechanistic level, R-spondin2 activates TGF-β signaling to promote the hematopoietic differentiation.

**Conclusions:**

Our results demonstrate that a transient supply of R-spondin2 can efficiently promote hematopoietic development by activating both WNT and TGF-β signaling. R-spondin2 can be therefore used as a powerful tool for large-scale generation of functional hematopoietic progenitors and platelets for translational medicine.

**Electronic supplementary material:**

The online version of this article (10.1186/s13287-019-1242-9) contains supplementary material, which is available to authorized users.

## Background

Hematopoietic stem cell transplantation and blood cell transfusion such as the use of red blood cells and platelet have been widely applied as potent treatments of multiple blood disorders [1]. The limited availability of suitable HLA-matched donors and blood donors, especially in China, the modest expansion capability of LT-HSCs after chemotherapy treatment during allogenic transplantation, incidences of graft failure and GVHD (graft-versus-host disease) in haploidentical HSC transplantation, a short shelf life of platelets from blood donors, and potential infections or associated complications are currently limiting the application of these strategies, calling for a new and abundant source for blood cells [1–5]. Human pluripotent stem cells (hPSCs), including human embryonic stem cells (hESCs) and induced pluripotent stem cells (iPSCs), serve as a potential source of various blood cells due to their capability of long-term self-renewal and multipotent differentiation [6–9]. This feature provides a promising alternative to the production of hematopoietic cells, such as hematopoietic stem cells (HSCs), platelets, and red blood cells. However, despite of numerous attempts to recapture the hematopoietic developmental process in vivo, the generation of functional blood cells remains at a low level of efficacy and quality [2], thereby calling for a more thorough understanding of the regulatory mechanism of hematopoietic differentiation and the development of more robust strategies for blood cell generation.

During embryonic development in vivo, hematopoietic development occurs from the mesoderm, which gives rise to both hematopoietic and vascular lineages [10]. Hemogenic endothelium (HE) has been identified as the direct precursor of HSCs following an endothelium-hematopoietic transition (EHT) [11]. hPSC hematopoietic differentiation in vitro goes through similar stages, mimicking the in vivo progress of hematopoietic development. Multiple studies have shown that every stage of hematopoietic differentiation is under precise regulation by several key signaling pathways [5, 8, 10]. For example, BMP4 is crucial for induction of primitive streak from hESCs [12, 13], while formation of mesodermal cells also depends on synergistic regulation of the canonical WNT/β and Activin/Nodal signaling pathways [14, 15]. VEGF is necessary and sufficient for specifying HE cells, and bFGF acts synergistically with VEGF [16]. In addition, the NOTCH signaling pathway plays a vital role in specifying arterial-type definitive HE from hPSCs [17]. In the subsequent process of EHT, inhibition of the TGFβ signaling pathway is required for generating hematopoietic progenitors [16, 18]. Because of the pivotal roles of these signaling pathways, identification of novel components of the pathways and manipulation of the factors should benefit the efficiency of hematopoietic differentiation.

In addition to the intracellular signaling pathways, accumulating evidence has revealed the significance of extracellular factors in hematopoietic differentiation. During embryonic development and in adulthood, a wide range of soluble factors secreted from various cells exerts influences on development and maintenance of HSCs [19–22]. Recent studies also emphasized the importance of extracellular paracrine factors in hematopoietic development in vitro. Menendez et al. reported that mesenchymal stem cell (MSC)-conditioned media augments hematopoietic specification from hESCs, implying an important role of secreted microenvironmental factors [23]. Tenascin C, an extracellular matrix protein identified from OP9 feeder expression profiling, has been used in an hPSC hematopoietic differentiation system to enhance HEP generation and definitive hematopoiesis [24]. Extracellular CXCL12/CXCR4 signaling can further confer hPSC-derived hematopoietic progenitor cells function of in vivo transplantation [25]. To date, the mechanisms by which these extracellular factors function have not been well defined. Thus, exploring novel extracellular factors and unraveling their connection to key intracellular pathways should prove helpful in revealing the mechanisms of hematopoietic development and ameliorate the strategy of blood cell production in vitro.

We recently conducted RNA-SEQ screening and successfully identified new factors in controlling hPSC hematopoietic differentiation, including MEIS1 (Myeloid Ectopic Viral Integration Site 1 homolog) and MEIS2 (Myeloid Ectopic Viral Integration Site 2 homolog), which regulate HEP generation and EHT, respectively [26, 27]. In the current study, we have further revealed R-spondin2 as a key modulator of early hematopoietic differentiation of hPSCs, which augments APLNR^+^ mesoderm cell generation. We have also identified TGFβ signaling as a novel downstream target of R-spondin2, which works in parallel to WNT signaling to mediate the effects of R-spondin2 on hPSC hematopoietic differentiation.

## Material and methods

### hPSC cultivation

H1 hESC line (WiCell Research Institute, Madison, WI), H9 hESC line (WiCell Research Institute, Madison, WI), BC1 hiPSCs (from Dr. Linzhao Cheng) [28], and Z-15 hiPSCs (from Dr. Zhijian Xiao) [29–31] were used in this study. BC1 cells were derived from BM CD34^+^ cells reprogrammed by OCT4, SOX2, KLF4, c-MYC, and LIN28 and characterized with pluripotency markers, karyotyping, in vitro pluripotency assay of embyroid body formation, and in vivo pluripotency assay of teratoma formation [28]. Z-15 cells were derived from peripheral blood mononuclear cells reprogrammed by OCT4, SOX2, KLF4, c-MYC, and BCL-XL and characterized with pluripotency markers, karyotyping, and in vivo pluripotency assay of teratoma formation [30, 31]. hPSCs were cultured on Matrigel-coated plates (Corning) in mTeSR1 (Stem cell Technology) to maintain a pluripotent state. Medium was changed daily, and colonies were passaged every 4 days with 2 U/mL Dispase (Sigma) according to the manufacturer’s instructions.

### Hematopoietic differentiation from hPSCs in mAGM-S3 co-culture

Hematopoietic differentiation from hPSCs in mAGM-S3 co-culture system was performed as described earlier [26]. hPSCs were first dissociated into single cells with Accutase (Sigma) and seeded at the density of 6 × 10^4^/mL with 10 μM ROCK inhibitor Y-27632. After 48 h of culture, when cells grew into small colonies with similar sizes, the hPSC colonies were passaged and plated onto over-confluent mAGM-S3 feeder cells. Forty-eight hours later, medium was replaced with IMDM hematopoietic differentiation medium containing 10% fetal bovine serum. Media were changed every day for up to 14 days. Re-constituted R-spondin2 was obtained from Peprotech. R-spondin2 was added directly to the culture medium at 20 ng/mL at day 0 of hematopoietic differentiation.

### Hematopoietic differentiation from hPSCs in chemical defined system

Hematopoietic differentiation from hPSCs in chemically defined system was performed as described before [26]. hPSCs were dissociated into single cells with Accutase and seeded with Y-27632 onto 12-well plates coated with growth factor-reduced Matrigel (Corning) at the density of 3.5 × 10^4^ cells/mL. After 24 h, hematopoietic differentiation was performed using a stepwise induction procedure. Medium was replaced with Custom mTeSR1 (Stem cell Technology) supplemented with BMP4 (5 ng/mL) and Activin A (5 ng/mL) for days 0–2, VEGF (40 ng/mL) and bFGF (50 ng/mL) for days 2–4, and VEGF, bFGF, and SB431542 (20uM)(STEMGENT) for days 4–7. All cytokines used were from PeproTech. R-spondin2 was added directly to the culture medium at 20 ng/mL at day 0 of hematopoietic differentiation.

### Flow cytometry

To determine the proportion of defined populations in aforementioned differentiation culture conditions, differentiated cells were disassociated with 0.25% trypsin-EDTA, and cell suspension was stained with fluorescein-conjugated antibodies as follows: TRA-1-85-APC, hAPLNR-APC, hCD31-PE, hCD34-APC, hCD43-APC, and hCD45-PE. Detailed information for the antibodies is listed in Additional file 1: Table S2. Before analysis, cells were filtered through 70 μm cell strainer to obtain single cell suspension and stained with DAPI to exclude dead cells. Flow cytometry analysis was performed using a FACS CantoII flow cytometer, and cell sorting was performed using FACS Aria III sorter (BD Biosciences).

### Immunofluorescence

Cultured cells were fixed with 4% PFA in PBS for 20 min, permeabilized with 0.1% Triton X-100 in PBS for 20 min, and blocked with 1–5% BSA in PBS for 1 h. Cells were then incubated with hCD43 and hCD45 primary antibodies at 4 °C overnight. After washes of PBS, cells were incubated with fluorescent anti-mouse secondary antibody conjugated with Alexa Fluor 488 or 594 at room temperature (RT) for 1 h. The nuclei were stained with DAPI for 10 min before experimentation. The cells were examined and recorded using a fluorescence microscope. Information and dilution for the antibodies are listed in Additional file 1: Table S1.

### Colony-forming unit (CFU) assay

CFU assays were performed by plating 5 × 10^3^ cells/well from single cells obtained from day 12 of co-culture into methylcellulose H4435 in a 24-well plate. Cells were incubated at 37 °C for 14 days before the colonies were counted based on standard morphological criteria. BFU-E (burst-forming unit-erythroid), CFU-E (colony-forming unit-erythrocyte), CFU-GM (colony-forming unit-granulocyte/macrophage), and CFU-GEMM (colony-forming unit-granulocyte/erythroid/macrophage/monocyte) were classified and enumerated based on morphological recognition.

### Western blotting

Western blotting analysis was performed as described previously [26]. hPSCs were lysed directly on ice in Laemmli sample buffer (BioRad) supplemented with phosphatase inhibitor cocktail. The cell lysates were electrophoresed on 10% SDS-PAGE gel and transferred onto PVEF membranes. The membranes were blocked at RT with 5% nonfat milk in 0.1% Tween-20 in PBS (PBST) for 1 h and then incubated with primary antibodies overnight at 4 °C. After being washed with TBST, membranes were then incubated with HRP-coupled secondary antibodies for 2 h at room temperature and detected using the Super-Signal West Pico Chemiluminescent Substrate (Thermo) in ImageQuant LAS-4010 (GE). GAPDH was used as a loading control. Dilutions for various antibodies are shown in Additional file 1: Table S1. Densitometric quantitation of Western blotting results was performed with ImageJ software. Western blotting images were quantified by analyzing the intensities of greyscales of each band.

### Quantitative real-time PCR

RNA was extracted with the Trizol according to the manufacturer’s instructions. RNA was transcribed into cDNA using random primers. Real-time PCR was carried out with SYBR green detection on an ABI 7900HT Fast Real-Time PCR cycler. Relative quantification of transcript levels was calculated using CT values normalized to ACTIN. Sequences for various primer pairs are shown in Additional file 1: Table S3.

### RNA-SEQ

RNA-SEQ analysis was performed as previously described [26]. All human cells sorted with hTRA-1-85^+^ from day 2 of co-culture were enriched and analyzed by RNA-SEQ. The expression levels were visualized using a heatmap built based on the value of log10 (FPKM+1). GO enrichment and GSE analyses were performed. The data are available at Gene Expression Omnibus (GEO) (Accession number GEO: GSE118596).

### Statistical analysis

At least three independent experiments were performed for each analysis. The number of biological replicates is indicated by the *n* value. All graphs depict mean ± SD. Statistical analysis was performed using a two-tailed unpaired Student’s *t* test, and the results were considered statistically significant at *P* value < 0.05 and were denoted as NS, not significant; *P < 0.05; ** *P* < 0.01; ***P < 0.001.

The graphs and statistical evaluation were performed using GraphPad Prism (GraphPad Software).

## Results

### R-spondin2 promotes generation of hematopoietic progenitors from hESCs

To discover novel regulators of hPSC early hematopoietic differentiation, we recently conducted RNA-SEQ screening and identified the role of MEIS1 and MEIS2 in modulating formation of HEP from mesoderm cells and in EHT, respectively [26, 27]. In the current study, we focused on the identification of potential extracellular regulators. We initially speculated that cytokines or growth factors may be produced by hematopoietic differentiation supporting stromal cells including mAGM-S3 and OP9—two cell lines extensively used for hematopoietic differentiation of hPSCs in a variety of studies including ours [10, 26]. Interestingly, from the published RNA-seq results [24, 32], we discovered high expression of members of R-spondin family that are well-known WNT signaling agonists (Fig. 1a) [33–36]. R-spondin family includes four members: R-spondin1 to R-spondin4 [33, 37]. Their expression was measured in mAGM-S3 cells, enabling us to find that R-spondin2 exhibited the highest expression among four members (Fig. 1b). Thus, we chose R-spondin2 for further functional studies.

**Fig. 1:**
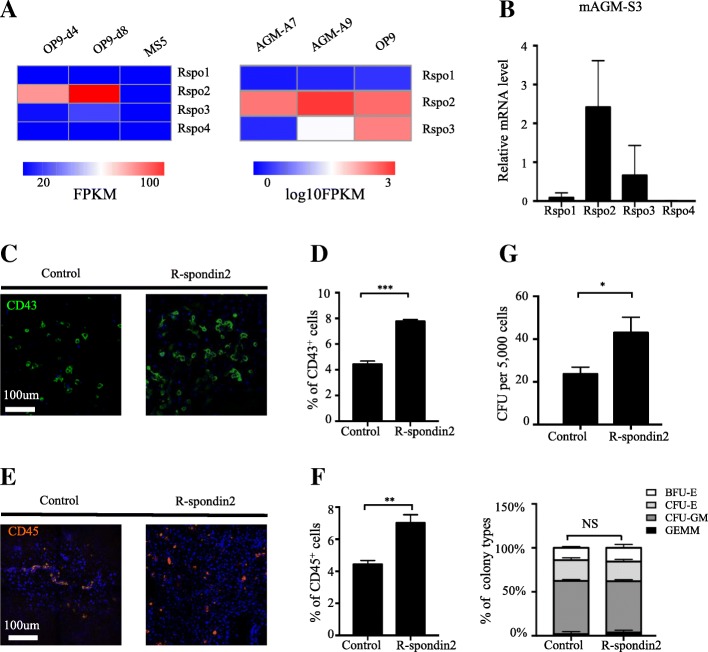
R-spondin2 promotes generation of hematopoietic progenitors from hESCs. **a** Left panel: heatmap of Rspo expression in OP9-d4, OP9-d8, and MS5 stromal cells (accession number GEO: GSE61580). Right panel: heatmap of Rspo expression in AGM-S3-A7, AGM-S3-A9 subclones of AGM-S3 stromal cell and OP9 cells (accession number GEO: GSE11891). **b** Real-time PCR analysis of expression of Rspos in mAGM-S3 stromal cells. Relative expression is normalized to the level (= 1) of Actin. Results are shown as means ± SD (*n* = 3). **c** Representative immunofluorescence images of H1 cells with or without treatment of R-spondin2 (20 ng/mL) showing the generation of CD43^+^ HPCs at day 7 of mAGM-S3 co-culture. **d** Flow cytometry analysis of H1 cells with or without treatment of R-spondin2 (20 ng/mL) showing the generation of CD43^+^ HPCs at day 7 of mAGM-S3 co-culture. Results are shown as means ± SD (*n* = 3). ***P < 0.001. **e** Representative immunofluorescence images of H1 cells with or without the treatment of R-spondin2 (20 ng/mL) showing the generation of CD45^+^ HPCs at day 10 of mAGM-S3 co-culture. **f** Flow cytometry analysis of H1 cells with or without the treatment of R-spondin2 (20 ng/mL) showing the generation of CD45^+^ HPCs at day 10 of mAGM-S3 co-culture. Results are shown as means ± SD (*n* = 3). **P < 0.01. **g** Hematopoietic colony-forming potential of hESC-derived cells after 12 days of co-culture with or without the treatment of R-spondin2 (20 ng/mL), analyzed using total colony numbers (upper panel) and the proportion of BFU-E (burst-forming unit-erythroid), CFU-E (colony forming unit-erythrocyte), CFU-GM (colony forming unit-granulocyte/macrophage) and CFU-GEMM (colony-forming unit-granulocyte/erythroid/macrophage/monocyte) (lower panel). Results are shown as means ± SD (*n* = 3). NS, not significant, *P < 0.05. GEMM, *P* = 0.56; GM, *P* = 0.32; CFU-E, *P* = 0.65; BFU-E, *P* = 0.64

To test the potential role of R-spondin2 in hESC hematopoietic differentiation, we added human R-spondin2 (20 ng/mL) to hESCs induced to undergo hematopoietic differentiation by mAGM-S3 co-culture. Indeed, we found that the addition of R-spondin2 significantly enhanced the appearance of cobble-stone-like hematopoietic progenitors from H1 hESCs (Additional file 2: Figure S1A). Immunofluorescence and flow cytometry analyses showed that much more CD43^+^ HPCs were generated upon R-spondin2 treatment in H1 cells (Additional file 2: Figure S1B, Fig. 1c, d; control 4.50% ± 0.12% vs R-spondin2 7.78% ± 0.07%, *P* < 0.001). This stimulatory effect was dose-dependent (Additional file 2: Figure S1C). In addition, a greater number of CD45^+^ HPCs were derived upon R-spondin2 treatment (Fig. 1e, f; control 4.44% ± 0.14% vs R-spondin2 7.03% ± 0.29%, *P* < 0.01; Additional file 2: Figure S1D, S1E). These results suggest that R-spondin2 is capable of enhancing hematopoietic differentiation of hESCs in a dosage-dependent manner. To further assess the differentiation potential of generated hematopoietic progenitors, we utilized the colony-forming unit (CFU) assay and found significantly elevated number of total colonies after R-spondin2 treatment (Fig. 1g, upper panel; control 23.7 ± 1.9 vs R-spondin2 43 ± 4.2, *P* < 0.05). However, there was minimal change in the percentage of various types of colonies (Fig. 1g, lower panel, Additional file 2: Figure S1F). Thus, R-spondin2 enhances the generation of hematopoietic progenitors from hPSCs without changing the colony-forming capacity.

### R-spondin2 enhances hematopoietic differentiation of hPSCs independently of culture conditions and cell lines

To exclude the possibility that the elevated hematopoietic differentiation conferred by R-spondin2 is cell line specific, we measured the effect of R-spondin2 on a human iPSC line BC1. Similar to the results from H1 cells, immunofluorescence and flow cytometry analyses also showed that much more CD43^+^ HPCs were generated with R-spondin2 treatment of BC1 cells (Fig. 2a, b; control 1.72% ± 0.10% vs R-spondin2 2.48% ± 0.16%, *P* < 0.05). In addition, the proportion of CD45^+^ HPCs was elevated upon R-spondin2 treatment in BC1 cells (Additional file 3: Figure S2A-S2B; control 1.67% ± 0.38% vs R-spondin2 3.27% ± 0.46%, *P* < 0.05). Therefore, R-spondin2 also promotes hematopoietic differentiation from BC1 cells. In addition, we tested R-spondin2 function in two more hPS cell lines, H9 hES and Z-15 hiPS cells. In line with our observations for H1 and BC1 cells, R-spondin2 treatment enhanced the generation of CD43^+^ HPCs from both H9 and Z-15 cells (Fig. 2c–f; H9 control 9.73 ± 0.47% vs R-spondin2 13.93 ± 0.38%, *P* < 0.01; Z-15 control 5.12 ± 0.27% vs R-spondin2 8.00 ± 0.36%, *P* < 0.01). These results strongly suggest that R-spondin2 promotes hematopoietic differentiation independently of cell lines.

**Fig. 2:**
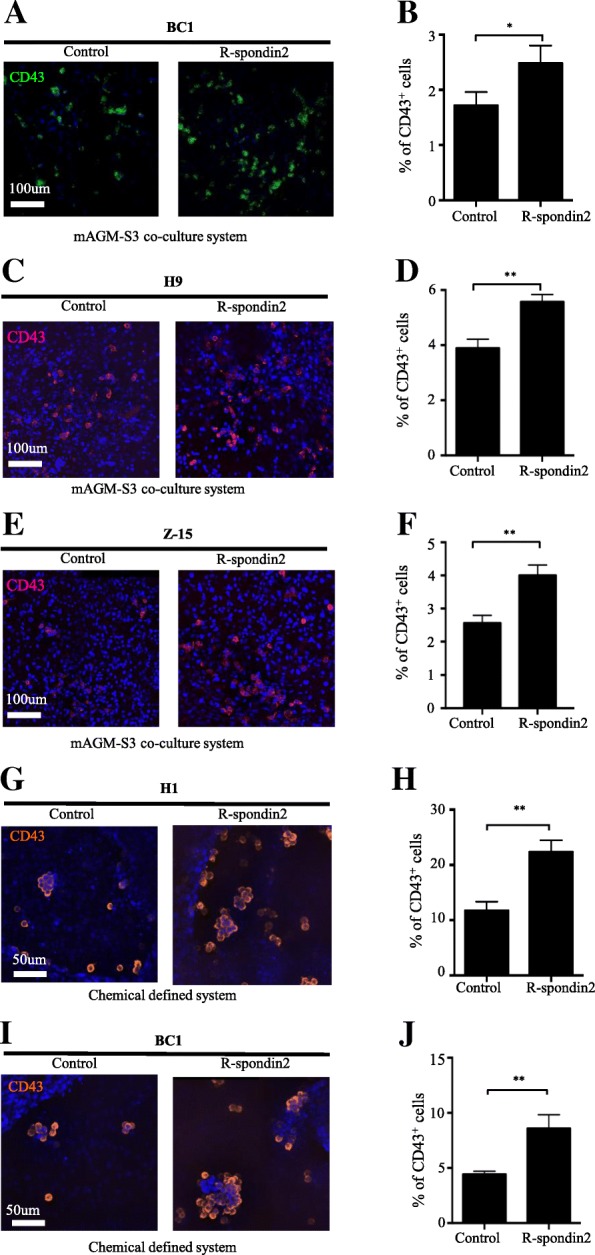
R-spondin2 enhances hematopoietic differentiation of hPSCs independently of culture conditions and cell lines. **a** Representative immunofluorescence images of BC1 cells with or without treatment of R-spondin2 (20 ng/mL) showing the generation of CD43^+^ HPCs at day 7 of mAGM-S3 co-culture. **b** Flow cytometry analysis of BC1 cells with or without treatment of R-spondin2 (20 ng/mL) showing the generation of CD43^+^ HPCs at day7 of mAGM-S3 co-culture. Results are shown as means ± SD (*n* = 3). *P < 0.05. **c** Representative immunofluorescence images of H9 cells with or without treatment of R-spondin2 (20 ng/mL) showing the generation of CD43^+^ HPCs at day7 of mAGM-S3 co-culture. **d** Flow cytometry analysis of H9 cells with or without treatment of R-spondin2 (20 ng/mL) showing the generation of CD43^+^ HPCs at day7 of mAGM-S3 co-culture. Results are shown as means ± SD (*n* = 3). **P < 0.01. **e** Representative immunofluorescence images of Z-15 cells with or without treatment of R-spondin2 (20 ng/mL) showing the generation of CD43^+^ HPCs at day7 of mAGM-S3 co-culture. **f** Flow cytometry analysis of Z-15 cells with or without treatment of R-spondin2 (20 ng/mL) showing the generation of CD43^+^ HPCs at day7 of mAGM-S3 co-culture. Results are shown as means ± SD (*n* = 3). **P < 0.01. **g** Representative immunofluorescence images of H1 cells with or without treatment of R-spondin2 (20 ng/mL) showing the generation of CD43^+^ HPCs at day 7 of chemical defined hematopoietic differentiation. **h** Flow cytometry analysis of H1 cells with or without treatment of R-spondin2 (20 ng/mL) showing the generation of CD43^+^ HPCs at day7 of chemical defined hematopoietic differentiation. Results are shown as means ± SD (*n* = 3). **P < 0.01. **i** Representative immunofluorescence images of BC1 cells with or without treatment of R-spondin2 (20 ng/mL) showing the generation of CD43^+^ HPCs at day 7 of chemically defined hematopoietic differentiation condition. **j** Flow cytometry analysis of BC1 cells with or without treatment of R-spondin2 (20 ng/mL) showing the generation of CD43^+^ HPCs at day 7 of chemically defined hematopoietic differentiation condition. Results are shown as means ± SD (*n* = 3). **P < 0.01

Furthermore, to exclude the possibility that the elevated differentiation solely depended upon the mAGM-S3 culture system, we tested the effect of R-spondin2 in a chemically defined system described previously by us [26]. Consistently, a similar increase of CD43^+^ HPCs was also observed for H1 cells with R-spondin2 treatment under this condition (Fig. 2g, h; control 11.77% ± 0.92% vs R-spondin2 22.33% ± 1.24%, *P* < 0.01) and BC1 cells (Fig. 2i, j; control 4.42% ± 0.16% vs R-spondin2 8.58% ± 0.72%, *P* < 0.01). In addition, we also verified the results in H9 and Z-15 cells (Additional file 3: Figure S2C-F; H9 control 4.57 ± 0.52% vs R-spondin2 7.59 ± 0.36%, *P* < 0.01; Z-15 control 7.44 ± 0.22% vs R-spondin2 11.4 ± 0.44%, *P* < 0.01). Besides, we analyzed the number of CD43^+^ HPCs generated per hPSC from all the above four cell lines in both culture systems and observed a similar increase of CD43^+^ HPC number generated from each hPSC in both differentiation system (Additional file 3: Figure S2G-H). By using four hPS cell lines including H1 and H9 hESCs, BC1, and Z-15 hiPSCs, we showed that R-spondin2 promotes hematopoietic differentiation of these cells in both the co-culture and chemical defined differentiation systems.

### R-spondin2 treatment during early mesoderm differentiation suffices to promote hPSC hematopoietic differentiation

As described in our previous studies, hematopoietic differentiation from hPSCs goes through a stepwise process including three stages—mesoderm induction (days 0–3), HE progenitor emergence (days 3–5), and HPC generation (days 5–7) [26]. Accordingly, we added R-spondin2 at these different stages to identify the stage(s) at which R-spondin2 exerts its functions (Additional file 4: Figure S3A). Interestingly, R-spondin-2 addition during days 0–3 led to the generation of the highest percentage of CD43^+^ and CD45^+^ HPCs compared to the treatment during other stages, as revealed by immunofluorescence studies (Fig. 3a). Little enhancement of differentiation was observed when R-spondin2 was added during the other two stages. Quantification with flow cytometry analysis further confirmed the observations (Fig. 3b). Similar results were also observed in BC1 cells (Additional file 4: Figure S3B). To further narrow down the temporal window of R-spondin2 function, we included R-spondin2 at different time points of mesoderm for duration of 1 day (Additional file 4: Figure S3C). Surprisingly, we found that the addition of R-spondin2 at the first day of differentiation was capable of significantly enhancing CD43^+^ HPC generation in both H1 and BC1 cells. The effect was comparable to that of consecutive R-spondin2 treatment from day 0 to day 3 (Fig. 3c, d, Additional file 4: Figure S3D). In contrast, the addition of R-spondin2 at the second day or third day after induction of differentiation only induced minor or no enhancement of CD43^+^ HPC generation (Fig. 3c, d, Additional file 4: Figure S3D). Together, our results showed that transient treatment of R-spondin2 at the early stage of mesoderm induction is sufficient to achieve maximal enhancement of hPSC hematopoietic differentiation.

**Fig. 3:**
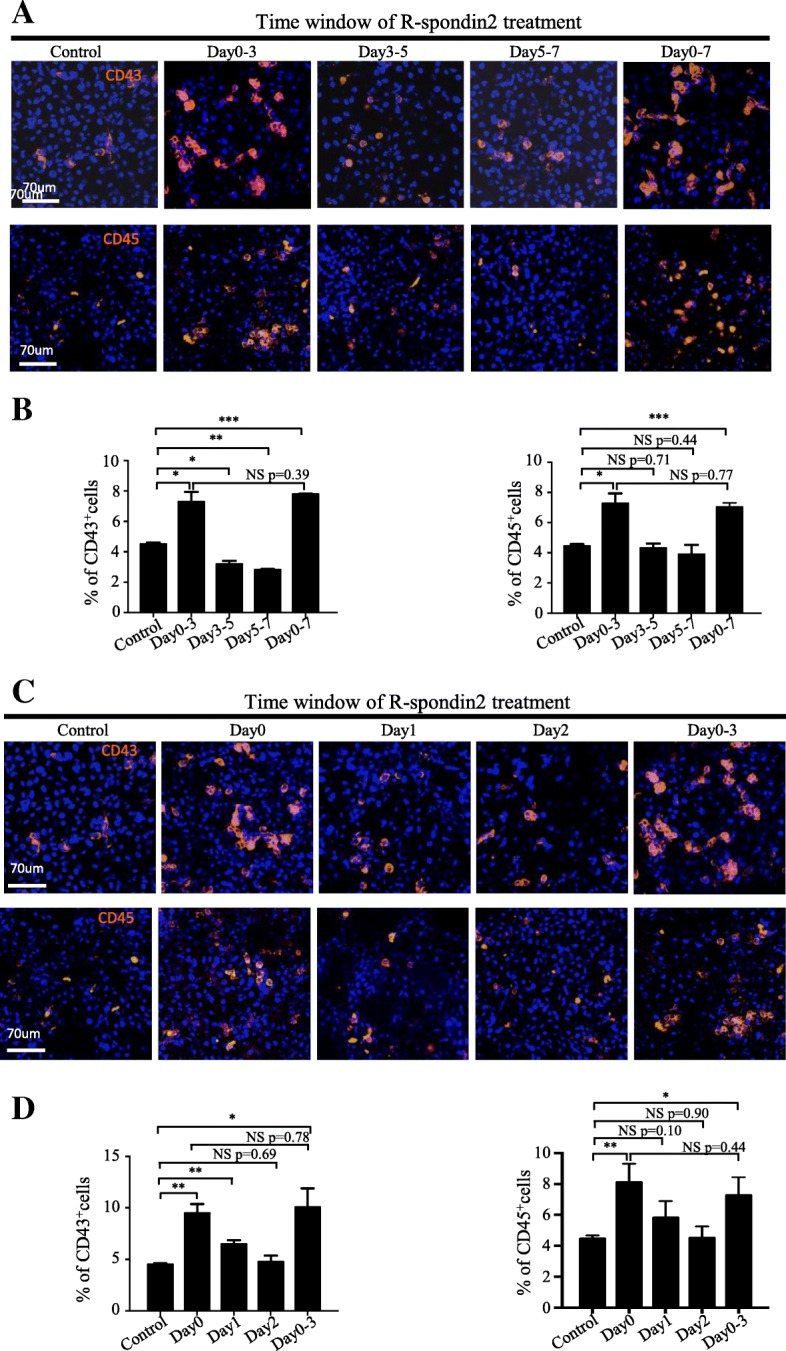
R-spondin2 treatment during early mesoderm differentiation suffices to promote hPSC hematopoietic differentiation. **a** Representative immunofluorescence images of H1 cells with treatment of R-spondin2 (20 ng/mL) at different stages of differentiation showing the generation of CD43^+^ HPCs at day 7 (top) and CD45^+^ HPCs at day 10 (bottom) of mAGM-S3 co-culture differentiation. **b** Flow cytometry analysis of the percentage of CD43^+^ HPCs at day 7 (left) and CD45^+^ HPCs at day 10 (right) from H1 cells in mAGM-S3 co-culture differentiation with R-spondin2 treatment (20 ng/mL) at different stages of differentiation. Day0–3: R-spondin2 was added from day 0 to day 3 and withdrawn at other days. Day3–5: R-spondin2 was added from day 3 to day 5 and withdrawn at other days. Day5–7: R-spondin2 was added from day 5 to day 7 and withdrawn at other days. Day0–7: R-spondin2 was added from day 0 to day 7 throughout. Results are shown as means ± D (*n* = 3). NS, not significant, *P < 0.05, ***P < 0.001. **c** Representative immunofluorescence images of H1 cells with the treatment of R-spondin2 (20 ng/mL) at different temporal window of mesoderm induction showing the generation of CD43^+^ HPCs at day 7 (top) and CD45^+^ HPCs at day 10 (bottom) of mAGM-S3 co-culture differentiation. **d** Flow cytometry analysis of the percentage of CD43^+^ HPCs at day 7 (left) and CD45^+^ HPCs at day 10 (right) from H1 cells in mAGM-S3 co-culture differentiation with R-spondin2 treatment (20 ng/mL) at different temporal window of mesoderm induction. Day0: R-spondin2 was added at day 0 for 24 h and withdrawn at other days. Day1: R-spondin2 was added at day 1 for 24 h and withdrawn at other times. Day2: R-spondin2 was added at day 2 for 24 h and withdrawn at other times. Day0–3: R-spondin2 was added from day 0 to day 3 and withdrawn at other times. Results are shown as means ± SD (*n* = 3). NS, not significant, *P < 0.05, **P < 0.01

### R-spondin2 augments APLNR^+^ mesodermal cells

The ability of R-spondin2 to stimulate differentiation at the early stage led us to speculate that R-spondin2 might enhance the generation of mesoderm cells. Indeed, we found that the proportion of APLNR^+^ cells, a subpopulation of lateral-plate mesodermal cells that can be eventually converted into CD31^+^CD34^+^ HEPs [26], was elevated after R-spondin2 treatment in both H1 and BC1 cells (Additional file 5: Figure S4A, Fig. 4a; control 28.30% ± 4% vs R-spondin2 53.93% ± 1.64% *P* < 0.01, Additional file 5: Figure S4B). Consistently, the subsequent production of CD31^+^CD34^+^ HEPs was also enhanced (Additional file 5: Figure S4C, Fig. 4b; control 1.35% ± 0.04% vs R-spondin2 4.27% ± 0.25%, *P* < 0.01, Additional file 5: Figure S4D). Similar results were also obtained for the chemically defined differentiation system, therefore ruling out culture system dependency (Additional file 5: Figure S4E-F). Thus, R-spondin2 enhances hematopoiesis by augmenting APLNR^+^ mesodermal cells.

**Fig. 4:**
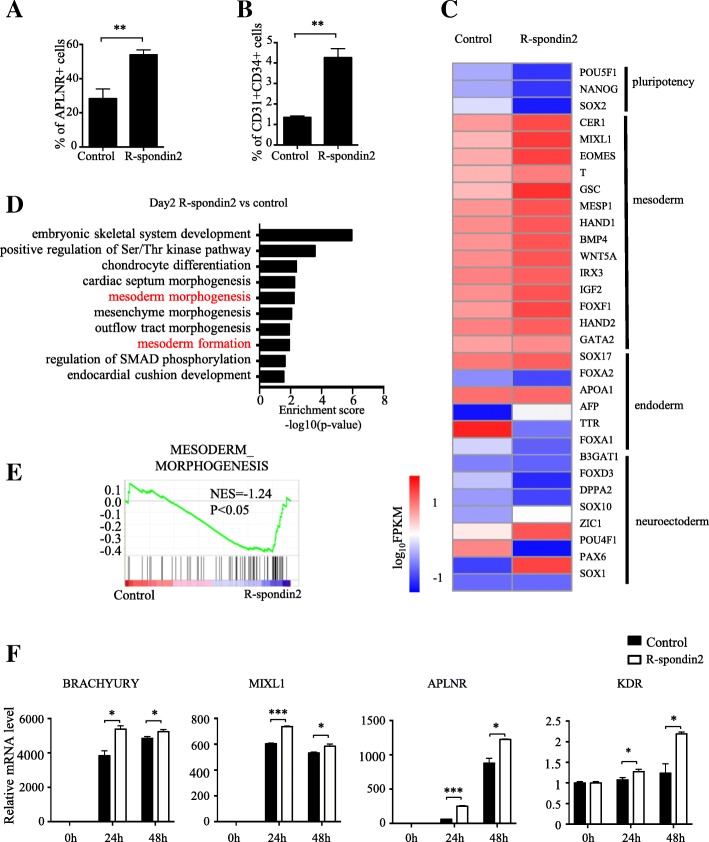
R-spondin2 promotes hematopoietic differentiation by augmenting APLNR+ mesodermal cells. **a**, **b** Flow cytometry analysis of the percentage of APLNR^+^ mesoderm cells (**a**) at day 3 and CD31^+^CD34^+^ HEPs (**b**) at day 5 of differentiation in mAGM-S3 co-culture from H1 cells with or without the treatment of R-spondin2 (20 ng/mL). Results are shown as means ± SD (*n* = 3). **P < 0.01. **c** Heatmap showing expression change of genes associated with pluripotency and three germ layers after R-spondin2 treatment (log_10_FPKM). **d** Top 10 biological functions of upregulated genes after R-spondin2 treatment using GO analysis. **e** GSEA comparison showing upregulation of mesoderm-associated genes with R-spondin2 treatment. **f** The kinetics of expression of representative mesoderm genes BRACHYURY, MIXL1, APLNR, and KDR during early hematopoietic differentiation from hESCs in chemically defined condition with or without treatment of R-spondin2 (20 ng/mL) analyzed with real-time PCR. Relative expression is normalized to the level (= 1) of control at day 0. Results are shown as means ± SD (*n* = 3). Results are shown as means ± SD (*n* = 3). *P < 0.05, ***P < 0.001

To further confirm the role of R-spondin2 in mesoderm formation, we sorted TRA-1-85^+^ cells from R-spondin2-treated H1 cells at day 2 of mAGM-S3 co-culture differentiation and analyzed gene expression profiles by performing RNA-SEQ [26, 38]. 

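H1 is a human embryonic stem cell line and mAGM-S3 is a mouse stromal cell line. The antibody used for sorting binds an antigen of human cells and so separated the differentiating cells from the stroma. The experiment comprised 1 library of control cells and 1 library of cells treated with R-spondin2 at 20 ng/mL for 1 day, both collected at day 2, so that no difference between them has a replicate check. The authors deposited FPKM (fragments mapped to a gene, scaled for the length of its transcripts and for depth) for 17894 genes, given to 2 decimals, without read counts. The paper's text does not name the aligner, the counting tool or the genome build, and refers to an earlier study for them. The depth was therefore estimated from the low values, assumed to be whole multiples of what 1 read is worth at a known transcript length. The implied reads and their intervals rest on this assumption. The best estimates were 8930000 reads for the control and 8710000 for R-spondin2, at which 77.5% and 77.4% of the low values lay within 0.2 of a whole read, against 47.4% and 49.4% when the transcript lengths were shuffled among genes.
Changes were computed as differences in log2(FPKM+1), a scale that understates the change of low genes, for the 12697 genes with a mean of at least 1 FPKM. The SD of these changes across genes was 0.213 between control and R-spondin2. Between 2 further libraries of the series, from LGR4-/- clones that the paper does not report, it was 0.222, and this pair is set beside the R-spondin2 comparison as a scale only. The clones are not replicates of a culture, since LGR4 itself was at 7.40 FPKM in clone 1 and 13.9 FPKM in clone 2, and their differences hold clonal differences as well as the spread between libraries. At least a 2-fold rise was seen in 6 genes and at least a 2-fold fall in 22 genes with R-spondin2, 28 genes in all, and 32 genes differed this much between the LGR4-/- clones. With a threshold of 1.5-fold in place of 2-fold, 73 genes rose and 193 fell. The largest rises were in TMEM189-UBE2V1 (log2 change 2.14), ABHD14A-ACY1 (2.08), LOC102723360 (1.80), LOC101060389 (1.38) and HIST1H4I (1.28), which are read-through transcripts, genes listed under a LOC identifier or histone genes, where counting can split reads between overlapping or near-identical sequences. The largest falls were in HES3 (-1.73), the histone gene HIST1H2AI (-1.71), SOX2 (-1.67), the read-through transcript C15orf38-AP3S2 (-1.53) and PLGLB2 (-1.53). The intervals given with genes of Fig. 4c and Fig. 5c and with APLNR are 95% Clopper-Pearson intervals from the reads implied by the FPKM, the transcript length and the estimated depth; they cover counting error between the libraries only, not the spread between cultures, and are given only for genes with a single annotated transcript.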

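All 14 mesoderm-associated genes of Fig. 4c were higher in the R-spondin2 library than in the control library. Their log2 changes ran from 0.14 to 0.63 with a median of 0.45, above the median of every one of 10000 random lists of 14 genes matched on mean expression, of which the central 95% lay between -0.10 and 0.07. Because the authors chose the genes shown, this median does not describe mesoderm genes as a whole. CER1 (NCBI gene 9350; chromosome 9, 14719724 to 14722717 in the GENCODE release 29 annotation of GRCh38) rose from 2395 to 3467 FPKM. Its log2 ratio in implied reads was 0.53 (interval 0.51 to 0.56). MIXL1 (NCBI gene 83881; chromosome 1, 226223618 to 226227054) rose from 376.6 to 528.2 FPKM, a log2 change of 0.49. For MESP1 the FPKM went from 38.5 to 57.3 and the log2 ratio in implied reads was 0.58 (interval 0.45 to 0.71), for HAND1 from 70.0 to 99.8 with a ratio of 0.51 (interval 0.40 to 0.63), and for GSC from 46.2 to 66.1 with a ratio of 0.52 (interval 0.35 to 0.68). FOXF1, at 3.96 and 6.66 FPKM, had the largest log2 change, 0.63. BMP4 rose by 0.54, EOMES by 0.41, WNT5A by 0.42, IGF2 by 0.30, IRX3 by 0.27 and GATA2 by 0.20. For HAND2, at 84 and 96 implied reads, a difference was not detectable at this depth (log2 ratio 0.23, interval -0.21 to 0.67). T (BRACHYURY; NCBI gene 6862, listed as TBXT on chromosome 6, 166157656 to 166168700) changed least, from 70.3 to 77.8 FPKM or 0.14. The same 14 genes also differed between the 2 LGR4-/- clones, where all 14 were higher in clone 2 and the median difference was 0.79, but the clones are separate lines and their difference is not a replicate spread for control and R-spondin2. Restricting the list to genes with a mean of at least 5 FPKM moved the median most, to 0.50.

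**Figure D1:**
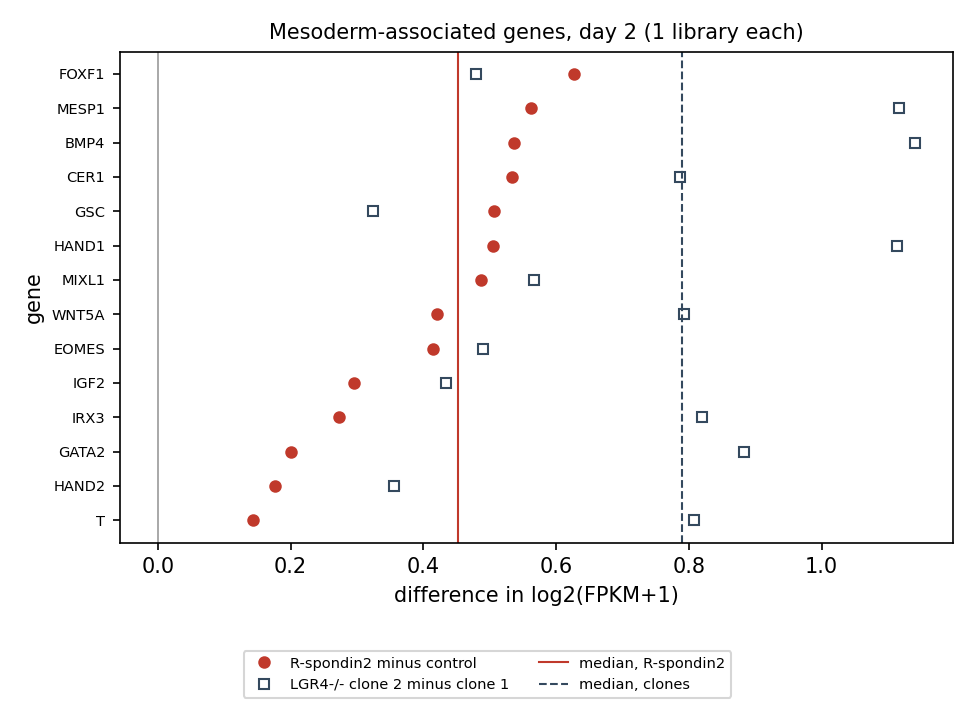
Differences in log2(FPKM+1) for the 14 mesoderm-associated genes of Fig. 4c, 1 gene per line. Filled circles are R-spondin2 minus control, open squares are LGR4-/- clone 2 minus clone 1, and vertical lines mark the medians, 0.45 and 0.79.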

In accordance with enhanced mesodermal differentiation, R-spondin2 treatment caused significant enrichment of mesoderm-associated genes (Fig. 4c). In contrast, no significant difference was observed with respect to genes associated with other germ layers (Fig. 4c). 

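Of the 6 endoderm genes of Fig. 4c, 3 passed the filter on low values, and of the 8 neuroectoderm genes, 4 did. The endoderm genes had a median log2 change of 0.02, higher than 5871 of 10000 matched random lists, with SOX17 at 0.08 (47.1 and 49.9 FPKM), APOA1 at 0.02 and FOXA2 at -0.09. The sign of this median was not stable, as it was -0.007 with no filter and -0.005 with genes of at least 5 FPKM. The neuroectoderm genes had a median of -0.14, higher than 1701 random lists, made up of SOX10 (0.02), B3GAT1 (-0.08), DPPA2 (-0.19) and FOXD3 (-0.64). FOXD3, at 37 and 17 implied reads, had a log2 ratio of -1.09 (interval -2.01 to -0.22). The genes left out by the filter (AFP, TTR, FOXA1, ZIC1, POU4F1, PAX6 and SOX1) were listed below 1 FPKM in both libraries, and for AFP, at 11 and 16 implied reads, the interval of the log2 ratio ran from -0.62 to 1.83. With 3 and 4 genes, the medians could not show a small change. The 3 pluripotency genes of the same heatmap all fell with R-spondin2, with a median log2 change of -0.46 that was higher than only 1 of 10000 random lists. POU5F1 went from 597.1 to 445.8 FPKM, NANOG from 28.1 to 20.1, and SOX2 (chromosome 3, 181711924 to 181714436) from 19.9 to 5.58, at 446 and 122 implied reads and a log2 ratio of -1.83 (interval -2.13 to -1.54).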

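The GO process terms that the authors deposited beside each gene were counted among the genes raised at least 1.5-fold, since only 6 genes rose 2-fold. The background was the 9044 genes that passed the filter and carried a process term, of which 52 were raised. Mesoderm formation was attached to 5 of the background genes and mesoderm morphogenesis to 2, and none of these was among the 52. Mesodermal cell differentiation was attached to 5 genes, of which FOXF1 was raised, with 0.029 expected. Over all terms that name mesoderm, 1 of 23 genes was raised, again FOXF1, with 0.132 expected. No p-value is given, as each condition had 1 library. T and MIXL1 were below the 1.5-fold threshold, and MIXL1 carries only general process terms in the deposited annotation. The threshold and the gene annotation behind Fig. 4d are not named in the paper's text, so whether the deposited terms are that annotation is not known.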

Several cellular responses associated with mesoderm development such as mesoderm morphogenesis and mesoderm formation were enriched, as revealed by gene ontology (GO) of the upregulated genes in cells upon R-spondin2 treatment (Fig. 4d). Gene set enrichment analysis (GSEA) assay further confirmed significant changes (*P* < 0.05) in mesoderm-associated gene sets (Fig. 4e). 

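The gene sets of Fig. 4e were not used here, and a list of 51 further mesoderm genes that Fig. 4c does not show was written before the data were examined. The 42 that passed the filter had a median log2 change of 0.09, higher than 9996 of 10000 random lists matched on mean expression, with 28 genes higher and 14 lower with R-spondin2 and a range from -0.65 to 0.56. In a running-sum enrichment score weighted by the log2 change and normalized to 1000 random gene sets (NES), a measure added after the data were examined, these 42 genes scored 1.40, and together with the genes of Fig. 4c the 56 genes scored 2.14. The 23 genes with a mesoderm term in the deposited annotation scored 1.00, about what an average random set gives. This choice of genes moved the result most: the 20 genes with such a term outside Fig. 4c, a set chosen after seeing the data, had a median of 0.02, higher than 7880 random lists. Between the LGR4-/- clones, the 56 genes scored 3.02 in favor of clone 2.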

We also validated these results by utilizing real-time RT-PCR. Consistently, representative genes associated with mesoderm development, such as BRACHYURY, MIXL1, APLNR, and KDR, were markedly upregulated from day 1 of differentiation (Fig. 4f). Together, these results suggest that R-spondin2 promotes hematopoietic differentiation of hPSCs by augmenting APLNR^+^ mesoderm cells.

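APLNR itself (NCBI gene 187; chromosome 11, 57233577 to 57237314) was at 362.5 FPKM in the control library and 443.6 FPKM in the R-spondin2 library of day 2, at 11681 and 13945 implied reads. Its log2 ratio was 0.29 with an interval of 0.26 to 0.33, so the difference between these libraries exceeded the counting error. It was smaller than the difference of 0.77 between the 2 LGR4-/- clones. From the rise of the mesoderm-associated genes, the GO and GSEA results, the real-time RT-PCR and the flow cytometry, the paper proposes that R-spondin2 acts by augmenting the APLNR+ mesoderm cells.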

### Activation of TGF-β signaling by R-spondin2

To identify the downstream signaling pathways controlled by R-spondin2, we analyzed the RNA-SEQ results from cells with R-spondin2 treatment at day 2 of differentiation. KEGG analysis showed the enrichment of the WNT signaling pathway after R-spondin2 treatment, consistent with previous findings [33, 39] (Fig. 5a). 

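The 19 WNT genes of Fig. 5c had a median log2 change of 0.18 between control and R-spondin2, above all 10000 matched random lists, with 14 genes higher and 5 lower. Because the heatmap shows genes chosen for altered expression, its median does not describe the pathway as a whole. DKK4 rose most, from 43.3 to 72.1 FPKM (log2 ratio in implied reads 0.74, interval 0.54 to 0.93). WNT5A followed with 0.42, GNAI1 with 0.38 and DKK1 with 0.32 (interval 0.24 to 0.40). WNT3 rose by 0.26 and LEF1 by 0.18. The falls were in WNT5B (-0.22), SKP2 (-0.14), AXIN2 (-0.06), TCF7 (-0.03) and NCSTN (-0.009). AXIN2, at 767 and 716 implied reads, had an interval of -0.21 to 0.09, so no difference was detectable, and NCSTN was at 0.001 after rescaling the libraries by their median ratio. The smallest rises were in DVL2 (0.01) and NUMB (0.06). Of 104 WNT pathway genes listed before the data were examined, 86 passed the filter. They had a median of 0.02, higher than 9086 random lists, with 48 genes higher and 38 lower and a range from -0.79 to 0.72. With genes of at least 5 FPKM only, the median was 0.03, higher than 97.7% of random lists and so outside their central 95%.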

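The 70 of 86 listed TGF-β and BMP pathway genes that passed the filter had a median log2 change of 0.07. It was higher than 9999 of 10000 matched random lists, whose central 95% lay between -0.05 and 0.03. Of the 70 genes, 45 were higher and 24 lower, with changes from -0.65 to 0.54. For the WNT pathway genes the median lay inside the central 95% of their random lists, -0.05 to 0.03. The difference between the pathways was not tested, as each condition had 1 library. Both lists contain genes of Fig. 5c. Without those, in a comparison added after the data were examined, 55 TGF-β and BMP genes had a median of 0.02, higher than 9164 random lists, and 70 WNT genes had -0.01, higher than 3891, so that both medians lay inside the central 95%. Leaving out genes that were chosen for altered expression can itself lower a median. Within the heatmap the order was the opposite, with a median of 0.14 for the 27 TGF-β genes. The GO terms of the deposited annotation were also used in place of the written lists, a choice made after seeing the data. The medians were then 0.08 for 72 TGF-β and BMP genes and 0.03 for 131 WNT genes, higher than 10000 and 9948 random lists. The GO lists also contain genes of Fig. 5c, such as BMP4 and DKK1, and were not run without them. Among the 52 genes raised at least 1.5-fold with a process term, 0 of 72 TGF-β and BMP genes were found, with 0.414 expected, and 1 of 131 WNT genes, DKK4, with 0.753 expected. The 130 genes lowered at least 1.5-fold held 3 of the 72 TGF-β and BMP genes, with 1.035 expected. They held 4 of the 131 WNT genes, with 1.883 expected.

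**Figure D2:**
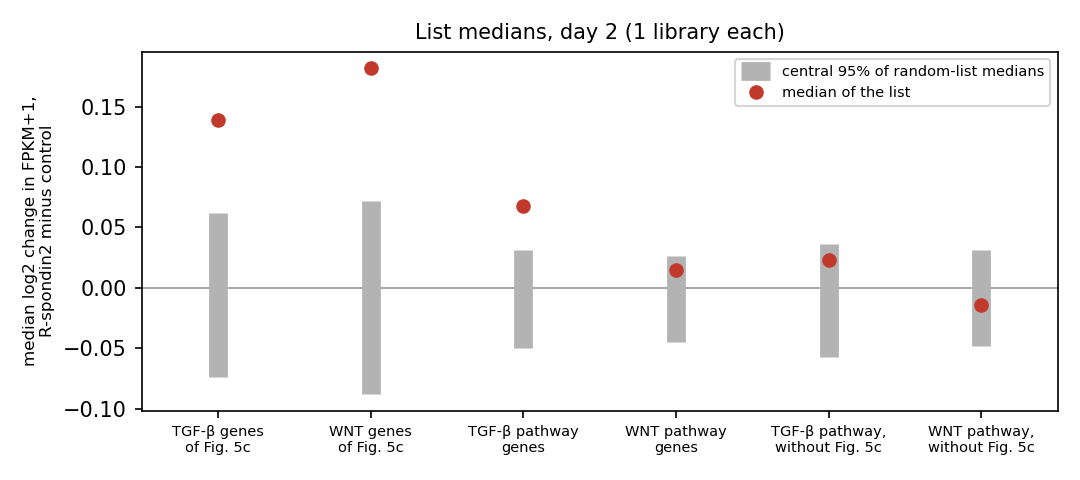
Median log2 change in FPKM+1 from control to R-spondin2 for the TGF-β and WNT genes of Fig. 5c and for the longer pathway lists, with and without the genes of Fig. 5c. Points are the medians and grey bars the central 95% of the medians of 10000 random lists matched on mean expression; the medians of the pathway lists were 0.07 and 0.02, and 0.02 and -0.01 without those genes.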

Interestingly, among the significantly altered signaling pathways, enrichment of TGF-β signaling was even more significant than that of WNT signaling (Fig. 5a). GSEA confirmed that the enrichment of TGF-β signaling-associated gene sets in R-spondin2-treated cells was statistically significant (*P* = 0.02) (Fig. 5b). 

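In the running-sum score of R-spondin2 against control, the 70 TGF-β and BMP pathway genes had a NES of 1.44. The 72 genes with such a GO term in the deposited annotation had 1.52. Both sets contain genes of Fig. 5c. The alternatives gave 1.28 to 1.53 for the 70 genes, the lowest with a pseudocount of 0.1. Of the 70, the 55 genes outside Fig. 5c scored 0.773, below the mean of random sets. The 86 WNT pathway genes scored -0.997 and the 131 genes with a WNT term -1.07. Both are about the size that an average random set gives, so their sign shows no direction. In the LGR4-/- clones the TGF-β and BMP pathway genes scored 1.81 and the WNT pathway genes 1.75 in favor of clone 2. No p-value is given, because shuffled genes are not replicates of a culture.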

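Of the 27 genes labelled under TGF-β signaling, 25 were higher in the R-spondin2 library and 2 were lower, with log2 changes from -0.20 to 0.54. BMP4 (NCBI gene 652; chromosome 14, 53949736 to 53958761) went from 67.4 to 98.3 FPKM. BMP2 went from 71.5 to 95.8 FPKM (log2 ratio in implied reads 0.42, interval 0.34 to 0.50). For BMP6, at 88 and 97 implied reads, a difference was not detectable (interval -0.26 to 0.61). TGFB1 (NCBI gene 7040; chromosome 19, 41301587 to 41353911) went from 32.9 to 40.1 FPKM, a ratio of 0.28 with an interval of 0.15 to 0.42, and ACVR1 from 6.64 to 9.15 FPKM, a log2 change of 0.41. Among the SMADs, SMAD6 rose by 0.44, SMAD7 by 0.29, SMAD3 by 0.13 and SMAD5 by 0.10, while SMAD1 went from 11.7 to 10.1 FPKM (-0.20). KLF10 also fell, from 12.2 to 10.7 FPKM (-0.17). TGFB1I1 rose by 0.51 and NOG by 0.46, and the rises of RHOA (0.003), JUNB (0.02) and TGFBR1 (0.06) were among the smallest. All 27 changes were below 2-fold. These counts take no account of whether a gene promotes or restrains the signal. Between the LGR4-/- clones 23 of the 27 genes were higher in clone 2, with a median difference of 0.16.

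**Figure D3:**
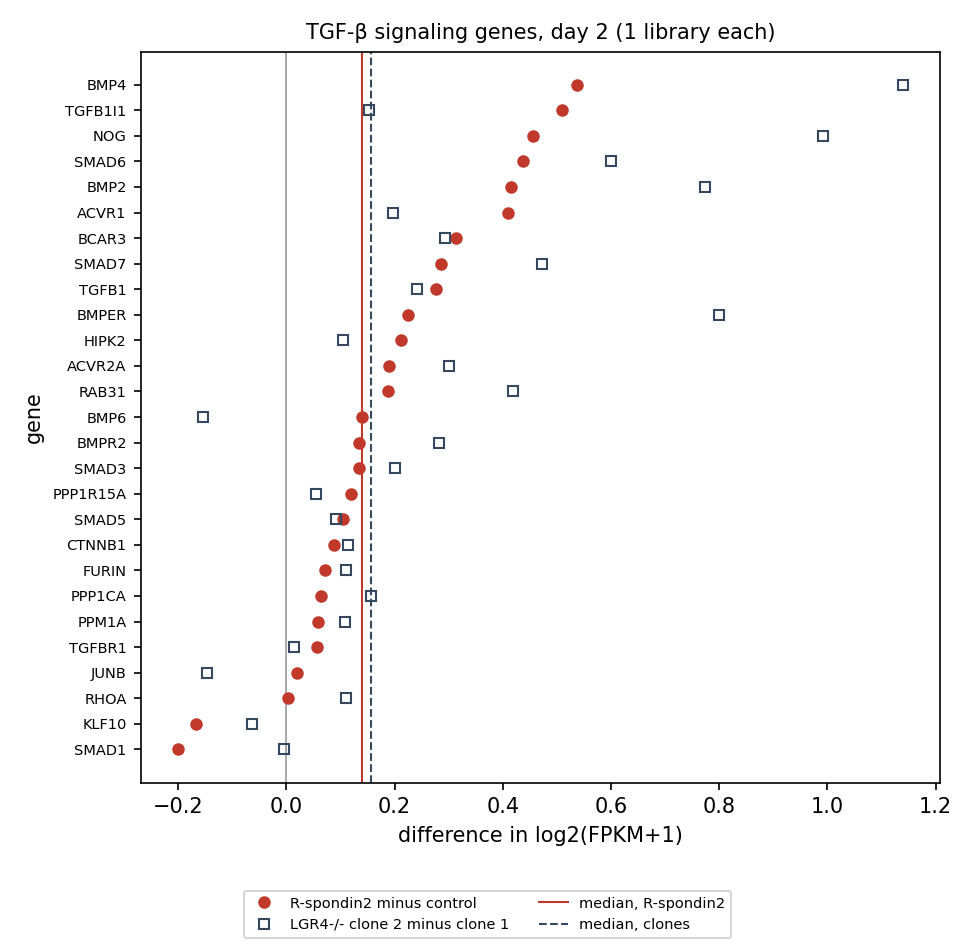
Differences in log2(FPKM+1) for the 27 genes labelled under TGF-β signaling in Fig. 5c, 1 gene per line. Filled circles are R-spondin2 minus control, open squares are LGR4-/- clone 2 minus clone 1, and vertical lines mark the medians, 0.14 and 0.16.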

Consistently, as shown in the heatmap, a large number of genes associated with TGF-β signaling were upregulated after R-spondin2 treatment, including BMPs, TGFB1, ACVR1, and SMADs (Fig. 5c).

**Fig. 5:**
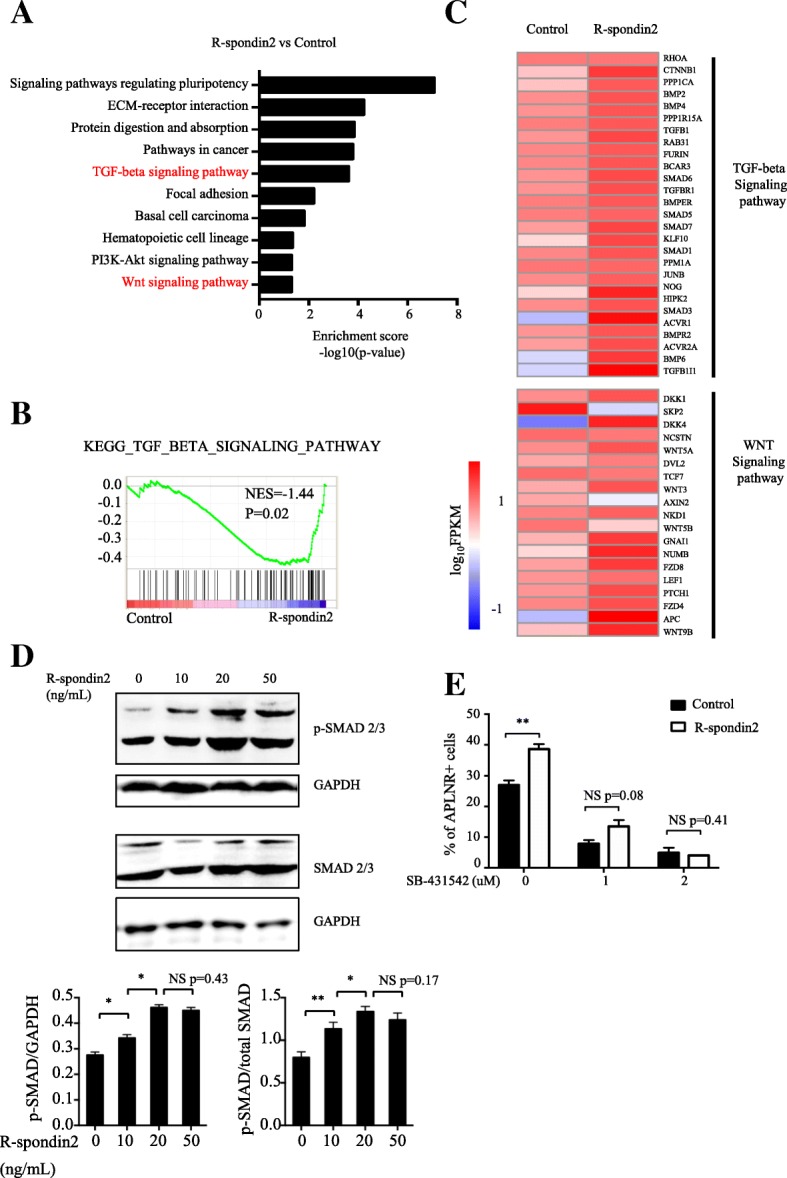
Activation of TGFβ signaling by R-spondin2. **a** KEGG pathway analysis of upregulated pathways in R-spondin2-treated cells versus control. **b** GSEA showing enrichment of TGFβ-associated genes with R-spondin2 treatment. **c** Heatmap showing genes with altered expression associated with TGFβ and WNT signaling after R-spondin2 treatment (log_10_FPKM). **d** Upper panel: Western blot analysis of phosphorylated SMAD2/3 and total SMAD2/3 protein levels in H1 cells at day 2 of differentiation in chemically defined medium treated with different doses of R-spondin2. 0, 10, 20, or 50 ng/mL of R-spondin2 was added at day 0 of hematopoietic differentiation. Lower panel: Densitometric quantitation of Western blot results of phosphorylated SMAD2/3 expression relative to GAPDH and total SMAD2/3 respectively. Results are shown as means ± SD (*n* = 3). NS, not significant. *P < 0.05. **P < 0.01. (E) Flow cytometry analysis of the percentage of APLNR^+^ cells from control and R-spondin2-treated H1 cells at day 3 of mAGM-S3 co-culture with different doses of SB-431542. R-spondin2 (20 ng/mL) was added along with 0, 1, or 2uM SB-431542 at day 0 of hematopoietic differentiation. Results are shown as means ± SD (*n* = 3). NS, not significant, **P < 0.01

Because R-spondins have been widely shown as WNT agonists, here we mainly focused on investigating the function of TGF-β signaling. We found that R-spondin2 treatment caused a dose-dependent elevation of phosphorylated SMAD2/3, which is widely used as an indicator of TGF-β signaling activity (Fig. 5d). These results are in agreement with the bioinformatics analyses. To further determine whether activation of TGF-β signaling has functional significance, we tested whether SB-431542, an inhibitor of TGF-β signaling pathway, could block the enhancement of mesoderm development triggered by R-spondin2. Indeed, addition of SB-431542 inhibited the elevated generation of APLNR^+^ cells caused by R-spondin2 in a dose-dependent manner (Fig. 5e). When its dose reached 2 μM, SB-431542 nearly completely abolished the increase of APLNR^+^ cells induced by R-spondin2 treatment (Fig. 5e). Together, both the bioinformatics analyses and functional studies demonstrated that the effect of R-spondin2 on hematopoietic differentiation of hPSCs is mediated, at least partially, by the activation of TGF-β signaling.

### R-spondin2 ultimately augments the production of functional platelets

We recently reported a three-step strategy for robust derivation of functional PLPs from hPSCs [26]. To test whether the HPCs generated with R-spondin2 treatment ultimately increased the final production of PLPs from hPSCs, we harvested the cobblestone-like HPCs from day 12 of hematopoietic differentiation with or without R-spondin2 treatment and induced them to form megakaryocytes (MKs) and gradually PLPs. Consistent with previous observations, upon R-spondin2 treatment, the co-culture procedure yielded a significant larger number of cobblestone-like HPCs per dish (Fig. 6a). When induced to undergo further MK differentiation, the HPCs from both the control and R-spondin2-treated cells are capable of generating large MK cells at day 6 of differentiation (Fig. 6b). Quantitative analysis of CD41a^+^CD42b^+^ MKs showed that R-spondin2 indeed increased the production of MK cells from H1 cells (Fig. 6c), while the MKs from both cultures showed high degree of polyploidy (Fig. 6d). Quantification of PLPs with flow cytometry analysis also showed increased PLP generation from H1 cells after R-spondin2 treatment (shown as per H1 cell; Fig. 6e). Furthermore, we measured the in vitro function of PLPs derived from this culture condition. We found that the derived PLPs from cells with or without R-spondin2 treatment were capable of adhering to immobilized fibrinogen in the presence of thrombin, indicating normal function of adhesion and spreading (Fig. 6f). In addition, the PLPs derived from R-spondin2-treated cells could aggregate upon thrombin stimulation (Fig. 6g). Analysis of P-selectin (CD62P) expression revealed little difference in the function of α-granule release for PLPs derived from cells with or without R-spondin2 treatment (Fig. 6h). Thus, enhanced HPC generation by early stimulation of R-spondin2 led to an ultimate increase in the final production of functionally intact PLPs. As such, this approach might be used as a powerful tool for in vitro large-scale generation of PLPs for future transfusion purposes.

**Fig. 6:**
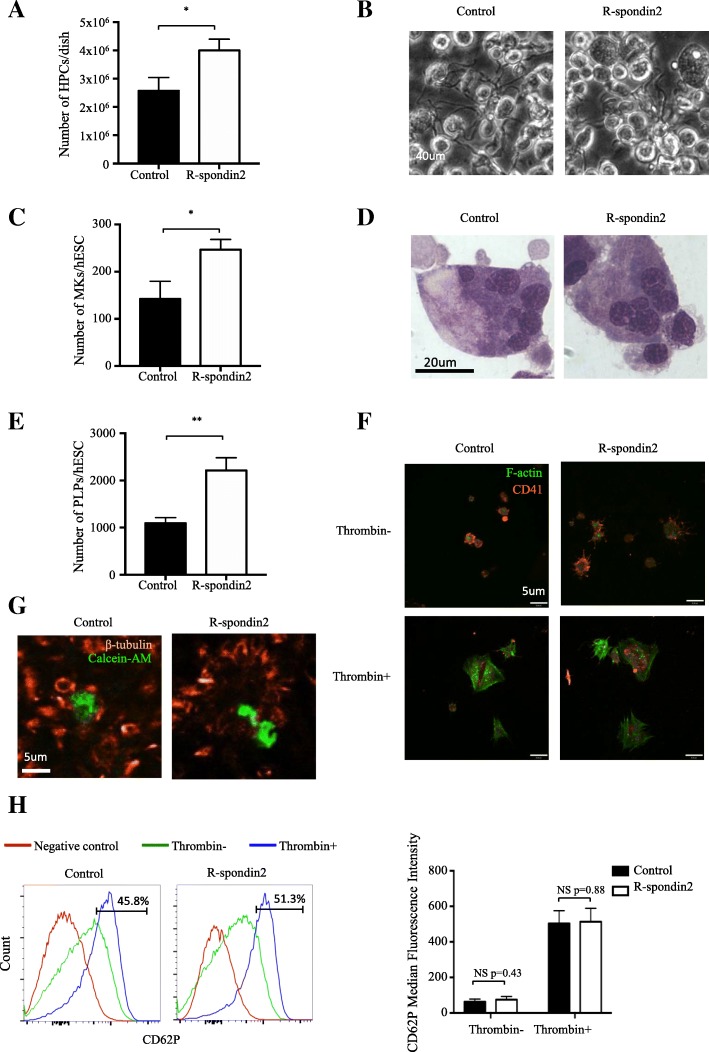
R-spondin2 ultimately augments the production of functional platelets from hPSCs. **a** Comparative analysis of the number of cobblestone-like HPCs after mechanical detachment from individual culture dishes of mAGM-S3 co-culture with or without R-spondin2 (20 ng/mL) treatment at day 1. Results are shown as means ± SD (*n* = 3). *P < 0.05. **b** Representative morphologies of large cells and proplatelets at day 6 of MK culture. **c** Quantitative analysis of CD41a^+^CD42b^+^ MKs generated from each H1 cells. Results are shown as means ± SD (*n* = 3). *P < 0.05. **d** Representative morphologies of multinuclear MKs by MGG (May-Grunwald-Giemsa) Staining at day 3 of megakaryocytic differentiation (scale bar, 20 mm). **e** Quantitative analysis of CD41a^+^CD42b^+^ PLPs generated from each H1 cells. Results are shown as means ± SD (*n* = 3). **P < 0.01. **f** Representative immunofluorescence images of hPSC-derived PLPs bound to immobilized fibrinogen with F-actin and CD41 stained in the absence (top) or the presence (bottom) of 1 U/mL thrombin. Scale bar = 5 μm. **g** Representative immunofluorescence images showing aggregation in a mixture of 2 × 10^5^ Calcein-AM (red)-labeled hPSC-derived PLPs and 2 × 10^7^ blood platelets. Scale bar = 5 μm. **h** Left panel: representative flow cytometry analysis of P-selectin (CD62P) in gated CD41a^+^ PLPs. Right panel: median fluorescence intensity analysis of CD62P in gated CD41a^+^ PLPs. Results are shown as means ± SD (*n* = 3). NS, not significant

## Discussion

In this study, we found that R-spondin2 can be produced by hematopoietic differentiation-supporting stromal cells and is capable of strongly promoting hematopoietic differentiation of hPSCs independently of culture conditions and cell lines. A short-term treatment during the early window of mesoderm induction with R-spondin2 enhances the generation of a subpopulation of APLNR^+^ cells more potent for hematopoietic differentiation, thus increasing the efficiency of HPC derivation. HPCs generated with R-spondin2 treatment are fully potent in further production of functional intact PLPs. Because of its potent effects on hematopoietic differentiation, we propose that R-spondin2 might potentially be used as a powerful tool for derivation of transplantable functional PLPs for translational medicine in the future.

R-spondin2 has been shown to play a pivotal role in embryogenesis. Rspo2-deficient mice display distal limb loss and lung hypoplasia in embryos and die immediately after birth due to respiratory failure [33, 40]. Nevertheless, the role of R-spondin2 in hematopoiesis has not been reported to date. While searching potential extracellular regulators of hPSC hematopoietic differentiation, we found from previously published sequencing results that R-spondin2 is highly expressed in active stromal cells, while this expression is validated [24, 32]. Interestingly, in this study we found that exogenous R-spondin2 can robustly promote hematopoietic differentiation and that this effect is independent of cell lines and culture conditions. Functionally intact PLPs can be further generated using the HPCs derived with R-spondin2 treatment. Therefore, our study identified, for the first time, the role of R-spondin2 in hematopoietic differentiation of hPSCs. Thus, R-spondin2 can be potentially applied as a powerful tool for large-scale generation of functional HPCs and mature blood cells, including platelets, for regeneration medicine.

hPSC hematopoietic differentiation goes through the process of mesoderm induction, HE generation, and EHT, mimicking the embryonic hematopoietic development in vivo [10]. We recently identified the role of MEIS1 in HE generation and MEIS2 in EHT, respectively [26, 27]. In this study, we further improved the understanding of the regulatory process by identifying a novel factor, R-spondin2, which confers its effect during the early window of mesoderm induction. As the origin of hematopoietic lineage, the mesoderm development in vivo and in vitro is under the regulation of several key signaling pathways [5, 8]. Among them, WNT signaling is one of the most critical factors as described previously [41]. For example, Wnt3 deficiency causes gastrulation defects and loss of primitive streak in mouse embryos [42]. During hPSC differentiation, activation of WNT signaling promotes mesoderm specification and consequently its derivative lineages, while WNT inhibition blocks this process [14]. Consistent with these observations, we found that a well-established WNT agonist, R-spondin2, is sufficient to significantly promote hematopoietic differentiation and does so by augmenting APLNR^+^ mesoderm subsets at the early stage of mesoderm induction. However, how R-spondin2 functions to stimulate this early population remains elusive. Therefore, it will be of great interest to explore the molecule mechanism underlying R-spondin2 function in mesoderm induction in future studies.

Interestingly, in addition to WNT signaling, we found that R-spondin2 can also activate TGFβ signaling to further regulate mesoderm development. To our knowledge, ours is the first study to reveal the functional link between R-spondin2 and TGFβ signaling. TGFβ signaling has been implicated in mesoderm specification both in vitro and in vivo [41]. For example, Smad2, one of the key signaling mediators of TGFβ signaling, is essential for early embryonic development [43, 44]. hPSC mesoderm differentiation requires activation of TGFβ signaling while treatment with chemical inhibitors of TGFβ signaling severely impairs hPSC hematopoietic differentiation [18, 45]. Our study reveals a functional connection between R-spondin2 and TGFβ signaling, which contributes to mesoderm differentiation, providing a mechanistic explanation of how R-spondin2 exerts its effects on mesoderm induction beyond the activation of WNT signaling. However, it remains to be determined how R-spondin2 modulates TGFβ signaling in hPSC hematopoiesis. A comprehensive delineation of the detailed mechanisms underlying the crosstalk between R-spondin2 and TGFβ awaits future studies.

## Conclusions

In this study, we found that R-spondin2 generated by hematopoiesis-supporting stromal cells significantly enhances hematopoietic differentiation of hPSCs. Supply of R-spondin2 exogenously at the early stage of mesoderm differentiation elevates the generation of APLNR^+^ cells. Furthermore, treatment of R-spondin2 ultimately augments the production of functional platelets from hPSCs. Mechanistically, R-spondin2 promotes the hematopoietic differentiation of hPSCs mediated, at least partially, by activating the TGF beta signaling pathway. Together, our discoveries represent important advances in dissecting the fundamental role of R-spondin2 in hPSC early hematopoiesis and provide a potential new strategy for large-scale generation of functional hematopoietic progenitors and mature blood cells for translational medicine.

## Additional files

Additional file 1: Supplemental Information. **Table S1.** The source of primary antibodies used in this study. **Table S2.** The source of fluorochrome-conjugated antibodies used in flow cytometry. **Table S3.** The primers used for real-time PCR.

Additional file 2: **Figure S1.** R-spondin2 promotes the generation of hematopoietic progenitors from hESCs.

Additional file 3: **Figure S2.** R-spondin2 enhances hematopoietic differentiation of hPSCs independently of culture conditions and cell lines.

Additional file 4: **Figure S3.** R-spondin2 treatment during early mesoderm differentiation suffices to promote hPSC hematopoietic differentiation.

Additional file 5: **Figure S4.** R-spondin2 promotes hematopoietic differentiation by augmenting APLNR^+^ mesodermal cells.

# Supplementary material for: R-spondin2 promotes hematopoietic differentiation of human pluripotent stem cells by activating TGF beta signaling
**Source:** Stem Cell Res Ther. 2019 May 20;10:136. doi: 10.1186/s13287-019-1242-9
**Supplement:** Supplementary file 1 — Supplemental Information. Table S1. The source of primary antibodies used in this study. Table S2. The source of fluorochrome-conjugated antibodies used in flow cytometry. Table S3. The primers used for real-time PCR.

**Supplemental Information**

**R-spondin2 promotes hematopoietic differentiation of human pluripotent stem cells by activating TGF-beta signaling**

Yv Wang1,2, Jie Gao1,2, Hongtao Wang1,2, Mengge Wang1,2, Yuqi Wen1,2, Jiaojiao Guo3, Pei Su1,2, Lihong Shi1,2, Wen Zhou3*, Jiaxi Zhou1,2*

**The file of Supplemental Figures and Text includes:**

Supplemental Figures (Figure S1- S4)

Supplemental Figure Legends

Supplemental Tables (Table S1- S3)

**Figure S1. R-spondin2 promotes the generation of hematopoietic progenitors from hESCs. Related to Figure 1**

(A) Representative photomicrographs of H1 cell colonies during differentiation in mAGM-S3 co-culture with (bottom) or without (top) the treatment of R-spondin2. Cobblestone-like hematopoietic cells are visible from day 7 as indicated by white arrows. Scale bar: 20μm, 100μm. (B) Representative flow cytometry analysis displaying the generation of CD43+ at day 7 of mAGM-S3 co-culture with or without the treatment of R-spondin2 (20ng/mL, with gating information). (C) Flow cytometry analysis of the percentage of CD43+ hematopoietic cells from H1 cells at day 7 in mAGM-S3 co-culture with the treatment of different doses of R-spondin2. 0, 10, 20, or 50 ng/mL of R-spondin2 was added at day 0 of hematopoietic differentiation. (D) Representative flow cytometry analysis displaying the generation of CD45+ at day 10 of mAGM-S3 co-culture with or without the treatment of R-spondin2 (20 ng/mL, with gating information). (E) Flow cytometry analysis of the percentage of CD45+ hematopoietic cells from H1 cells at day 10 in mAGM-S3 co-culture with the treatment of different doses of R-spondin2. 0, 10, 20, or 50 ng/mL of R-spondin2 was added at day 0 of hematopoietic differentiation. (F) Representative morphologies of BFU-E, CFU-E, CFU-GM, and CFU-GEMM from CFU culture of hESC-derived cells after 12 days of co-culture with (bottom) or without (top) the treatment of R-spondin2 (20ng/mL).

**Figure S2. R-spondin2 enhances hematopoietic differentiation of hPSCs independently of culture conditions and cell lines. Related to Figure 2**

(A) Representative immunofluorescence images of BC1 cells with or without the treatment of R-spondin2 (20ng/mL) showing the generation of CD45+ HPCs at day10 of mAGM-S3 co-culture. (B) Flow cytometry analysis of BC1 cells with or without the treatment of R-spondin2 (20ng/mL) showing the generation of CD45+ HPCs at day10 of mAGM-S3 co-culture. Results are shown as means ± SD (n = 3). *P<0.05. (C) Representative immunofluorescence images of H9 cells with or without treatment of R-spondin2 (20ng/mL) showing the generation of CD43+ HPCs at day 7 of chemically defined hematopoietic differentiation condition. (D) Flow cytometry analysis of H9 cells with or without treatment of R-spondin2 (20ng/mL) showing the generation of CD43+ HPCs at day 7 of chemically defined hematopoietic differentiation condition. Results are shown as means ± SD (n = 3). **P<0.01. (E) Representative immunofluorescence images of Z-15 cells with or without treatment of R-spondin2 (20ng/mL) showing the generation of CD43+ HPCs at day 7 of chemically defined hematopoietic differentiation condition. (F) Flow cytometry analysis of Z-15 cells with or without treatment of R-spondin2 (20ng/mL) showing the generation of CD43+ HPCs at day 7 of chemically defined hematopoietic differentiation condition. Results are shown as means ± SD (n = 3). **P<0.01. (G) Comparative analyses of number of CD43+ HPCs generated at day 7 of mAGM-S3 co-culture from a single seeded H1, BC1, H9, Z-15 cell with or without the treatment of R-spondin2 (20ng/mL). Results are shown as means ± SD (n = 3). *P<0.05, **P<0.01, ***P<0.001. (H) Comparative analyses of number of CD43+ HPCs generated at day 7 of chemically defined hematopoietic differentiation from a single seeded H1, BC1, H9, Z-15 cell with or without the treatment of R-spondin2 (20ng/mL). Results are shown as means ± SD (n = 3). *P<0.05, ***P<0.001.

**Figure S3. R-spondin2 treatment during early mesoderm differentiation suffices to promote hPSC hematopoietic differentiation. Related to Figure 3**

(A) Schematic diagram showing R-spondin2 treatment at different stages of differentiation and flow cytometry analysis for each population at indicated days of mAGM-S3 co-culture differentiation. (B) Flow cytometry analysis of the percentage of CD43+ HPCs at day 7 (left) and CD45+ HPCs at day10 (right) from BC1 cells in mAGM-S3 co-culture differentiation with R-spondin2 treatment (20ng/mL) at different stages of differentiation. (C) Schematic diagram showing R-spondin2 treatment at different window of mesoderm induction and flow cytometry analysis for each population in mAGM-S3 co-culture differentiation. (D) Flow cytometry analysis of the percentage of CD43+ HPCs at day 7 (left) and CD45+ HPCs at day 10 (right) from BC1 cells in mAGM-S3 co-culture differentiation with R-spondin2 treatment (20ng/mL) at different temporal window of mesoderm induction.

**Figure S4. R-spondin2 promotes hematopoietic differentiation by augmenting APLNR+ mesodermal cells. Related to Figure 4**

(A) Representative flow cytometry analysis with gating information displaying the generation of APLNR+ mesoderm cells at day3 of mAGM-S3 co-culture with or without the treatment of R-spondin2 (20ng/mL). (B) Flow cytometry analysis of the percentage of APLNR+ mesoderm cells at day 3 of differentiation in mAGM-S3 co-culture from BC1 cells with or without the treatment of R-spondin2 (20ng/mL). (C) Representative flow cytometry analysis with gating information displaying the generation of CD31+CD34+ at day5 of mAGM-S3 co-culture with or without the treatment of R-spondin2 (20ng/mL). (D) Flow cytometry analysis of the percentage of CD31+CD34+ HEPs at day 5 of differentiation in mAGM-S3 co-culture from BC1 cells with or without the treatment of R-spondin2 (20ng/mL). (E-F) Flow cytometry analysis of the percentage of APLNR+ mesoderm cells (E) at day 2 and CD31+CD34+ HEPs (F) at day 4 of differentiation in chemically defined system from H1 cells with or without the treatment of R-spondin2 (20ng/mL).

**Supplementary Table 1.**

The source of primary antibodies used in this study.

(I: immunofluorescence; W: western blotting)

| **Antibody** | **Source** | **Cat#** | **Dilution** |
| --- | --- | --- | --- |
| **CD43** | Santa Cruz | sc-51727 | 1:200(I) |
| **CD45** | Abcam | ab10558 | 1:200(I) |
| **GAPDH** | Affinity Biosciences | BF9210 | 1:10,000(W) |
| **Smad2/3** | Cell Signaling | 3102S | 1:1000(W) |
| **p-Smad2/3** | Cell Signaling | 8828S | 1:1000(W) |

**Supplementary Table 2.**

The source of fluorchrome conjugated antibodies used in flow cytometry.

| **Antigen** | **Fluorochrome conjugated** | **Clone** | **Source** | **Cat#** |
| --- | --- | --- | --- | --- |
| **TRA-1-85** | APC | Clone | R&D systems | FAB3195A |
| **hAPLNR** | APC | 72133 | R&D systems | FAB856A |
| **hCD31** | PE | WM29 | BD bioscience | 555446 |
| **hCD34** | APC | 8G12 | BD bioscience | 555824 |
| **hCD43** | APC | 1G10 | BD bioscience | 560198 |
| **hCD45** | APC | HI30 | BD bioscience | 555485 |
| **hCD41a** | APC | HIP8 | BD bioscience | 555751 |
| **hCD42b** | PE | HIP1 | BD bioscience | 555473 |
| **hCD62P** | PE | AK4 | BD bioscience | 555524 |

**Supplementary Table S3.**

The primers used for real-time PCR.

| **Gene** | **Forward Primer 5’-3’** | **Reverse Primer 5’-3’** |
| --- | --- | --- |
| ***ACTIN*** | CTCTTCCAGCCTTCCTTCCT | AGCACTGTGTGTTGGCGTACAG |
| ***RSPO1*** | TGGAGAGGAACGACATCCG | ACTTGGTGCAGAAGTTATGGC |
| ***RSPO2*** | CCTGCCCATCCGGGTACTAT | GCCTACTTTGCACTTGGTACAA |
| ***RSPO3*** | CTGTGTCCCCCAACAAATGAG | CAGTGCTGACTGATACCGATTTC |
| ***RSPO4*** | CCAGGAGGTCAACAGGTGC | CACTCCCGTGTGTTCTGGT |
| ***BRACHYURY*** | CTGGGTACTCCCAATGGGG | GGTTGGAGAATTGTTCCGATGA |
| ***MIXL1*** | TTTGGCTAGGCCGGAGATTAT | GGGCTTCAGACATTTCGTTTCAG |
| ***APLNR*** | CTCTGGACCGTGTTTCGGAG | GGTACGTGTAGGTAGCCCACA |
| ***KDR*** | GGCCCAATAATCAGAGTGGCA | TGTCATTTCCGATCACTTTTGGA |
| ***Actin*** | GACGGCCAGGTCATCACTATTG | AGGAAGGCTGGAAAAGAGCC |
| ***Rspo1*** | TGTGAAATGAGCGAGTGGTCC | TCTCCCAGATGCTCCAGTTCT |
| ***Rspo2*** | TTGCATAGAGGCCGCTGCTTT | CTGGTCAGAGGATCAGGAATG |
| ***Rspo3*** | GTACACTGTGAGGCCAGTGAA | ATGGCTAGAACACCTGTCCTG |
| ***Rspo4*** | CTCGCCCTGTACCGAAGGA | CACTTGCCGTACTGACGGATG |

# Supplementary material for: R-spondin2 promotes hematopoietic differentiation of human pluripotent stem cells by activating TGF beta signaling
**Source:** Stem Cell Res Ther. 2019 May 20;10:136. doi: 10.1186/s13287-019-1242-9
**Supplement:** Supplementary file 2 — Figure S1. R-spondin2 promotes the generation of hematopoietic progenitors from hESCs.

## Slide 1
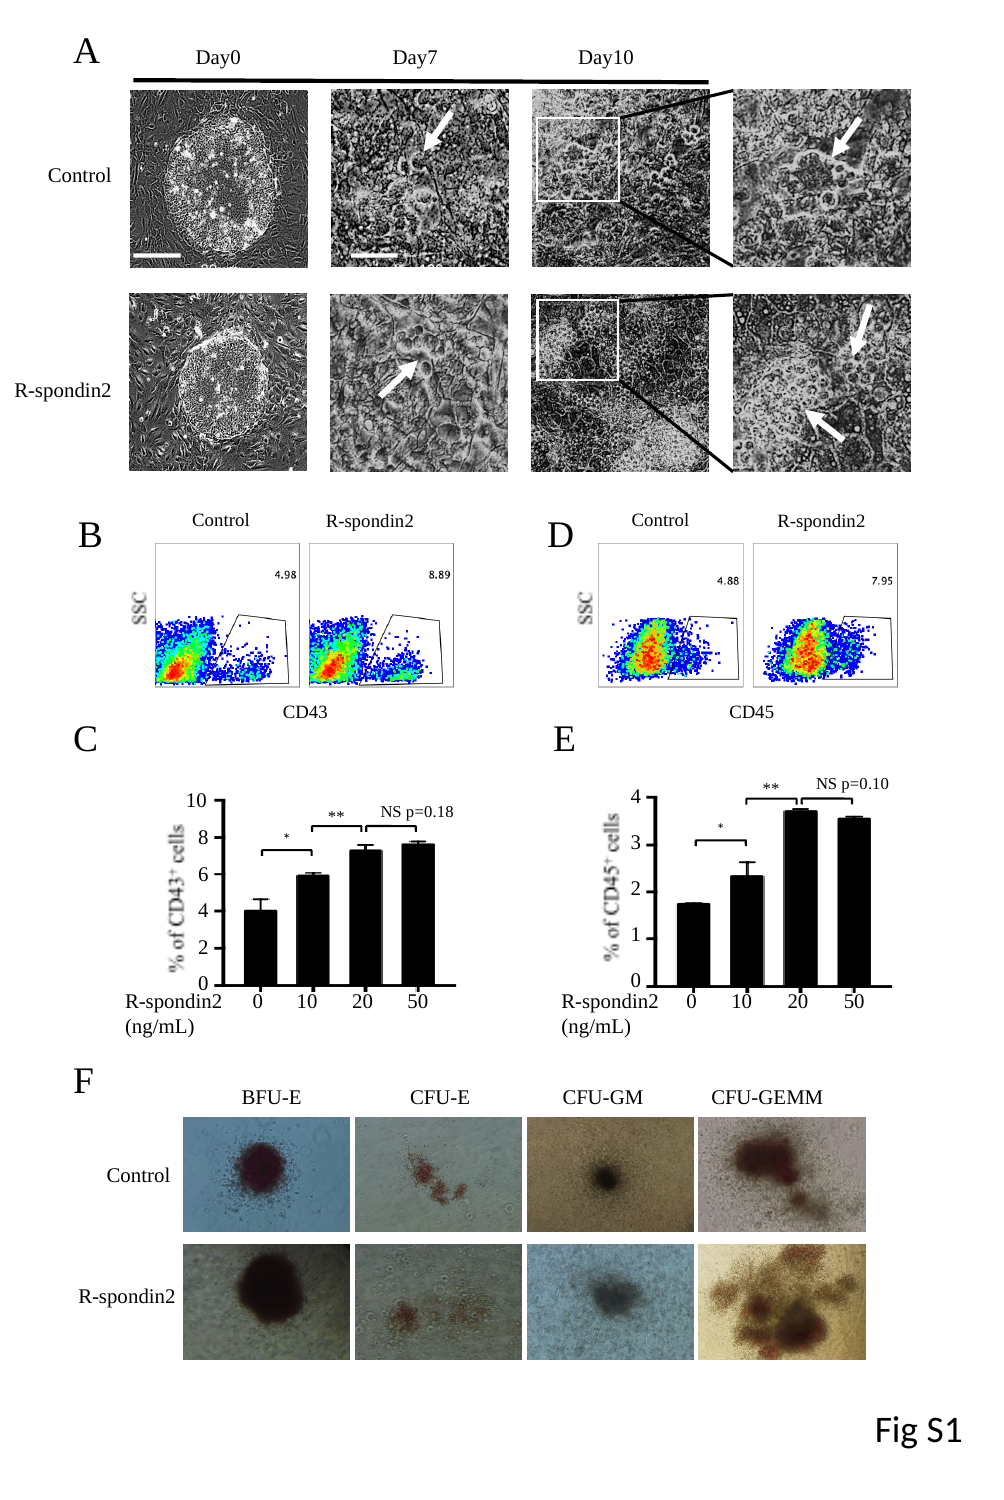

A
Day0
Day7
Day10
Control
20um
100um
R-spondin2
Control
Control
R-spondin2
R-spondin2
B
D
CD43
CD45
C
E
NS p=0.10
**
4
*
3
2
1
0
R-spondin2
(ng/mL)
0
10
20
50
10
NS p=0.18
**
8
*
6
4
2
0
R-spondin2
(ng/mL)
0
10
20
50
F
BFU-E
CFU-E
CFU-GM
CFU-GEMM
Control
R-spondin2
Fig S1

# Supplementary material for: R-spondin2 promotes hematopoietic differentiation of human pluripotent stem cells by activating TGF beta signaling
**Source:** Stem Cell Res Ther. 2019 May 20;10:136. doi: 10.1186/s13287-019-1242-9
**Supplement:** Supplementary file 3 — Figure S2. R-spondin2 enhances hematopoietic differentiation of hPSCs independently of culture conditions and cell lines.

## Slide 1
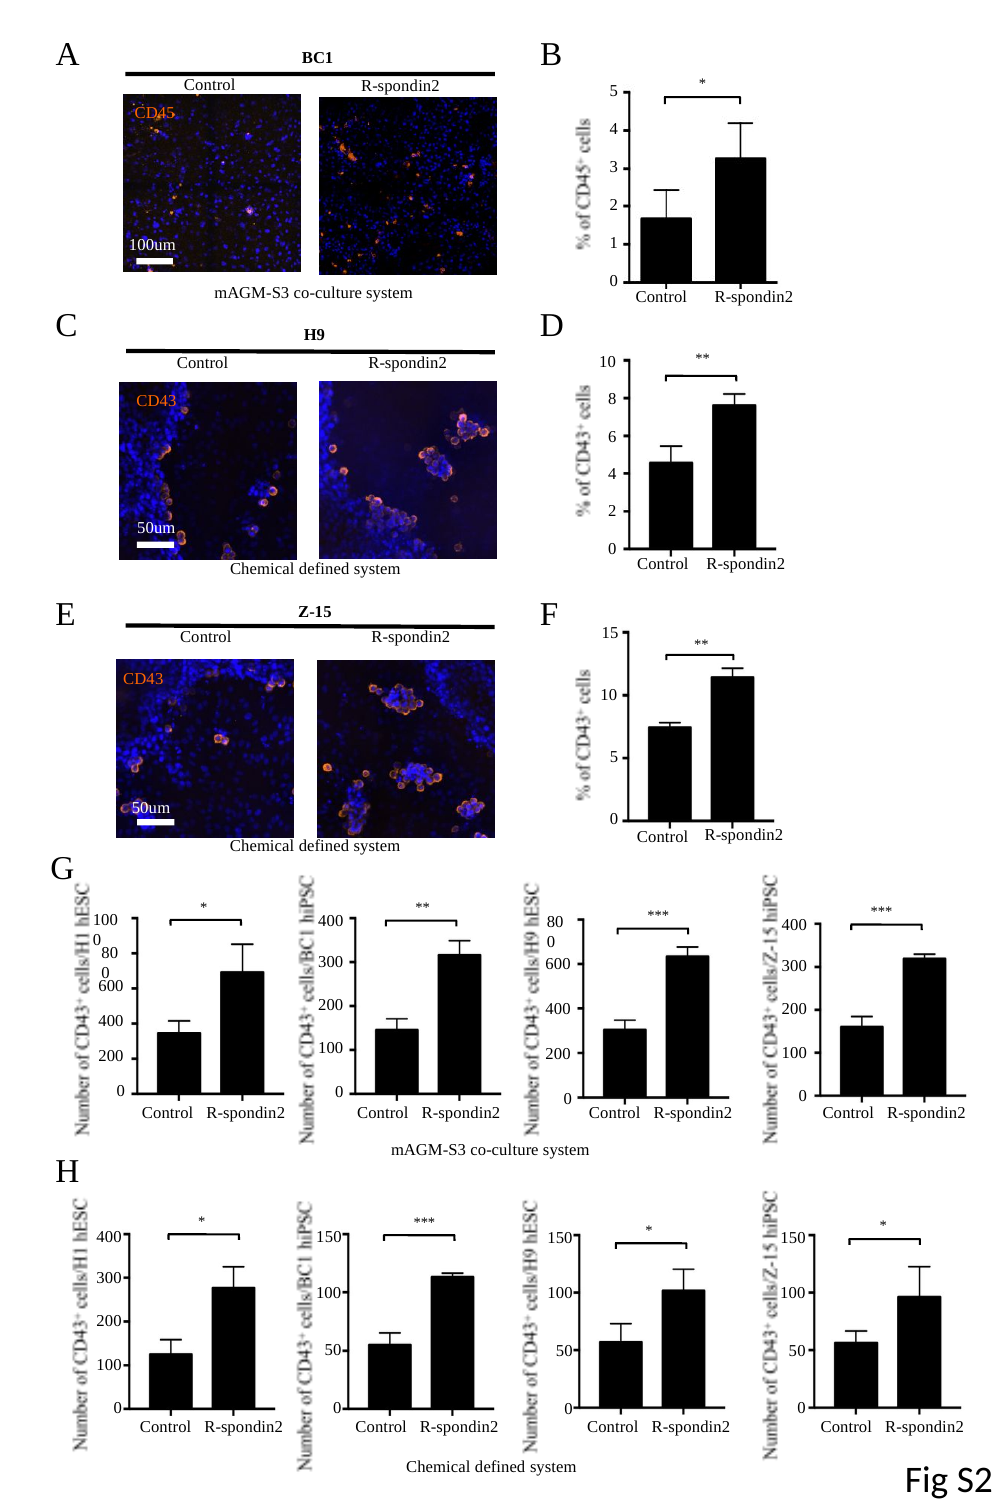

A
B
BC1
Control
*
R-spondin2
5
CD45
4
3
2
1
100um
0
mAGM-S3 co-culture system
Control
R-spondin2
C
D
H9
**
10
8
6
4
2
0
Control
R-spondin2
CD43
50um
Control
R-spondin2
Chemical defined system
E
F
Z-15
15
10
5
0
Control
R-spondin2
**
CD43
50um
R-spondin2
Control
Chemical defined system
G
*
**
***
***
1000
800
600
400
200
0
400
300
200
100
0
800
600
400
200
0
400
300
200
100
0
Control
R-spondin2
Control
R-spondin2
Control
R-spondin2
Control
R-spondin2
mAGM-S3 co-culture system
H
*
***
*
*
400
300
200
100
0
150
100
50
0
150
100
50
0
150
100
50
0
Control
R-spondin2
Control
R-spondin2
Control
R-spondin2
Control
R-spondin2
Chemical defined system
Fig S2

# Supplementary material for: R-spondin2 promotes hematopoietic differentiation of human pluripotent stem cells by activating TGF beta signaling
**Source:** Stem Cell Res Ther. 2019 May 20;10:136. doi: 10.1186/s13287-019-1242-9
**Supplement:** Supplementary file 4 — Figure S3. R-spondin2 treatment during early mesoderm differentiation suffices to promote hPSC hematopoietic differentiation.

## Slide 1
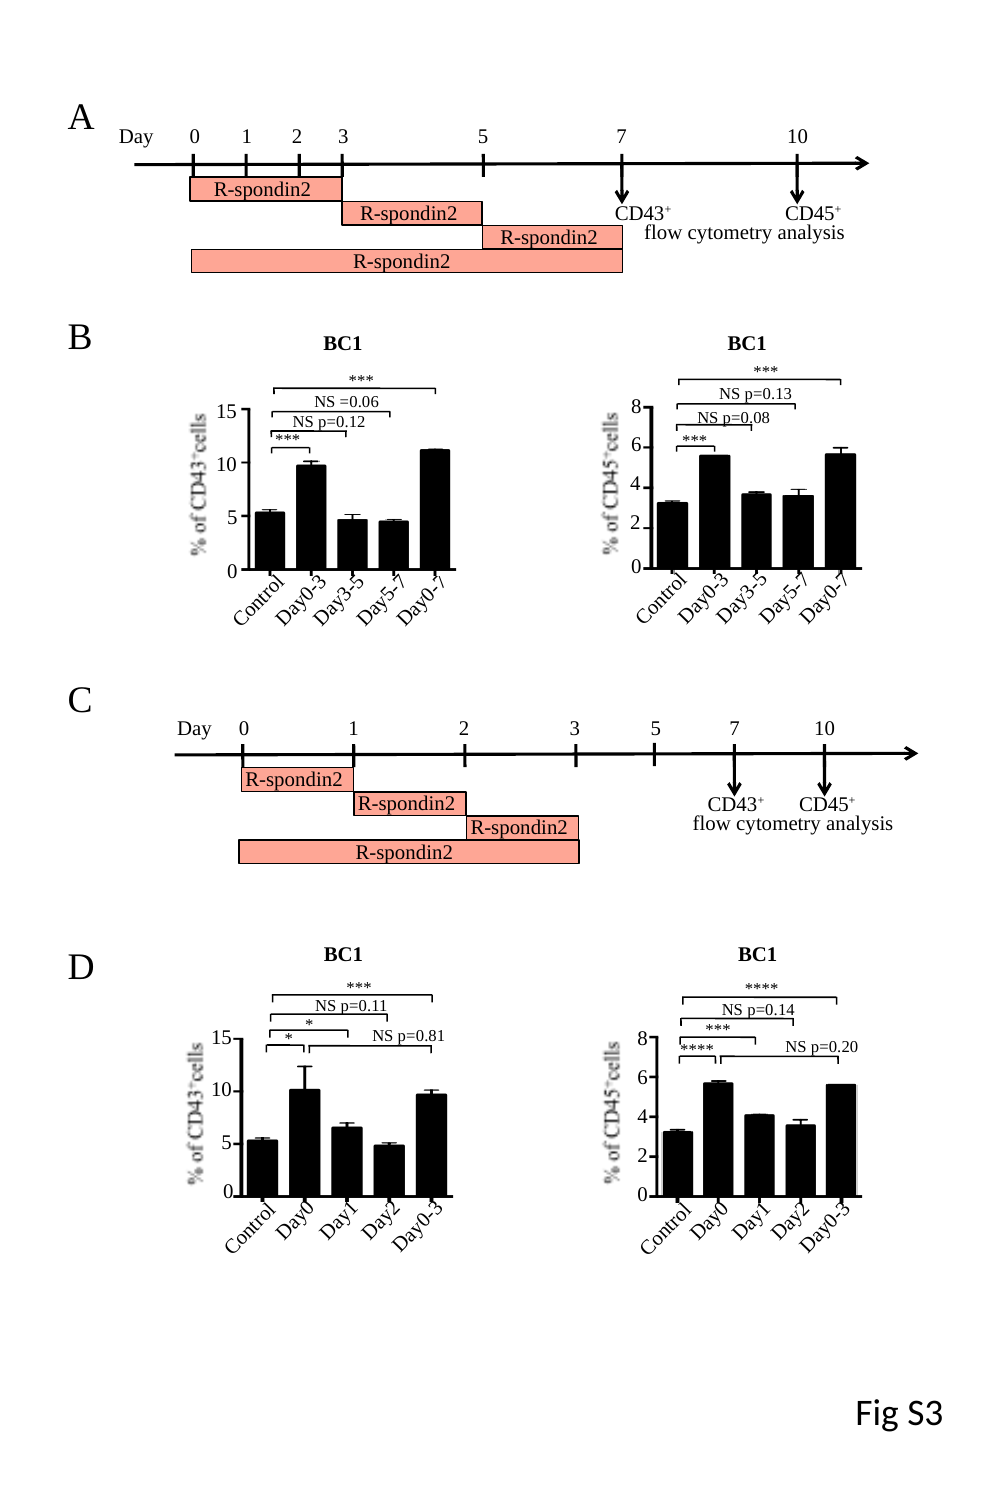

A
Day
0
1
2
3
5
7
10
R-spondin2
R-spondin2
CD43+
CD45+
flow cytometry analysis
R-spondin2
R-spondin2
B
BC1
BC1
***
***
NS p=0.13
NS =0.06
8
15
NS p=0.08
NS p=0.12
***
***
6
10
4
5
2
0
0
Day0-3
Day3-5
Day5-7
Day0-7
Control
Day3-5
Day0-3
Day5-7
Day0-7
Control
C
Day
0
1
2
3
5
7
10
R-spondin2
R-spondin2
CD43+
CD45+
flow cytometry analysis
R-spondin2
R-spondin2
BC1
BC1
D
***
NS p=0.11
*
15
NS p=0.81
*
10
5
0
Day0
Day1
Day2
Day0-3
Control
****
NS p=0.14
***
8
NS p=0.20
****
6
4
2
0
Day0
Day1
Day2
Day0-3
Control
Fig S3

# Supplementary material for: R-spondin2 promotes hematopoietic differentiation of human pluripotent stem cells by activating TGF beta signaling
**Source:** Stem Cell Res Ther. 2019 May 20;10:136. doi: 10.1186/s13287-019-1242-9
**Supplement:** Supplementary file 5 — Figure S4. R-spondin2 promotes hematopoietic differentiation by augmenting APLNR+ mesodermal cells.

## Slide 1
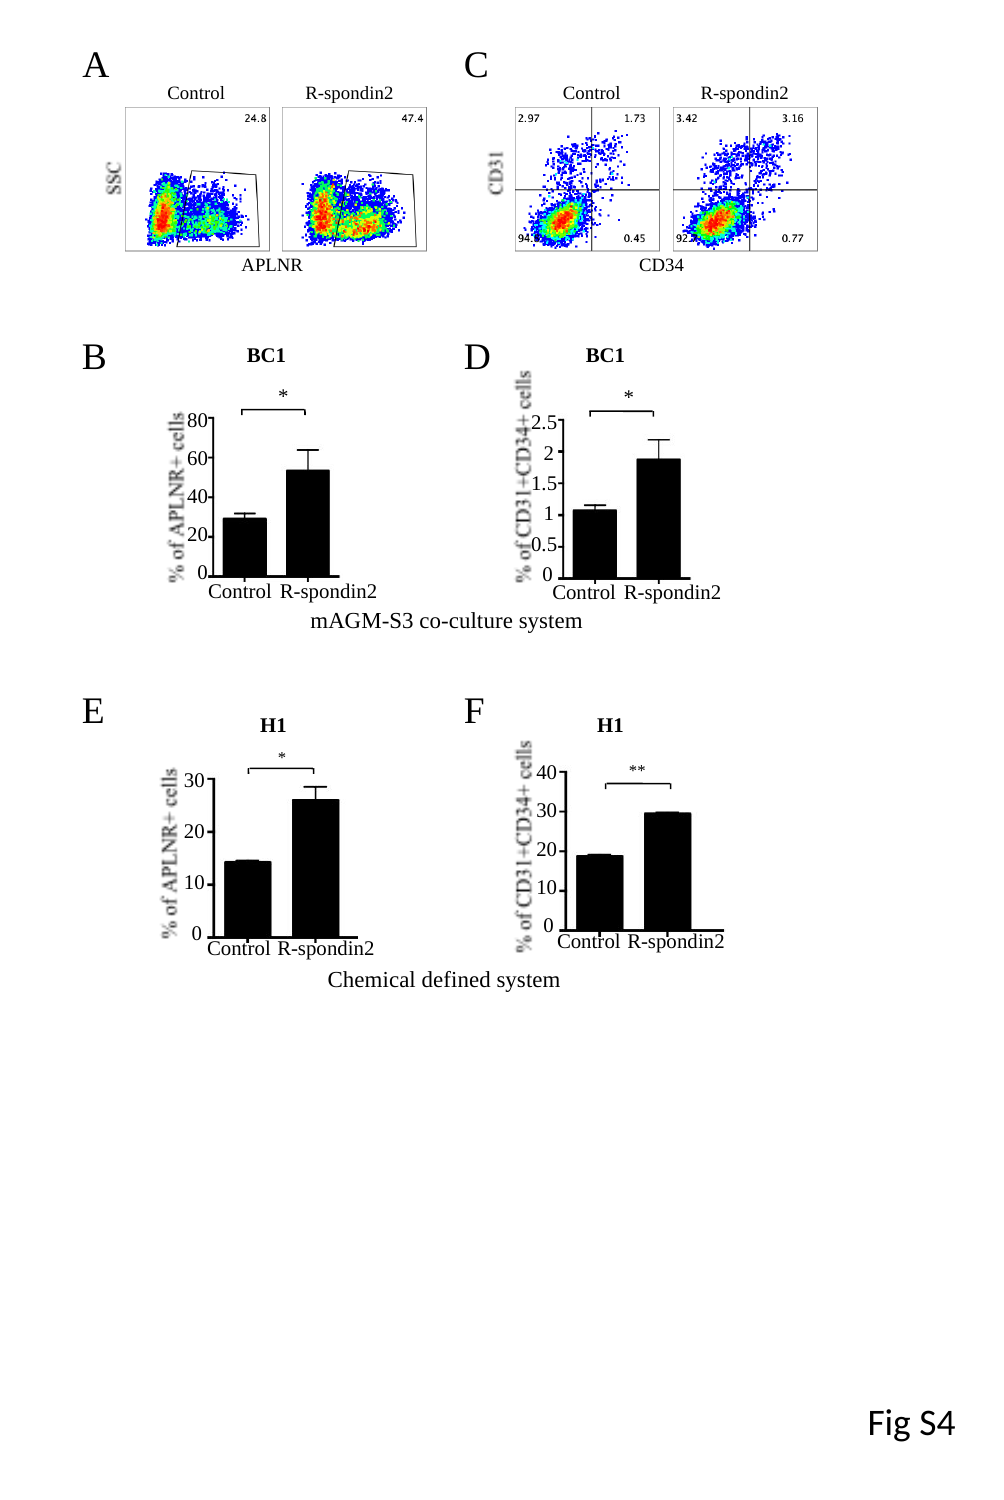

A
C
Control
R-spondin2
Control
R-spondin2
APLNR
CD34
B
D
BC1
BC1
*
2.5
2
1.5
1
0.5
0
Control
R-spondin2
*
80
60
40
20
0
Control
R-spondin2
mAGM-S3 co-culture system
E
F
H1
H1
40
30
20
10
0
**
Control
R-spondin2
*
30
20
10
0
Control
R-spondin2
Chemical defined system
Fig S4

How the deposited data were processed for this re-analysis (not part of the article)

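Gene expression was measured by RNA-SEQ in human cells sorted from mAGM-S3 co-culture of H1 cells at day 2. The series holds 4 libraries: 1 of control cells, 1 of cells given R-spondin2 at 20 ng/mL for 1 day, and 1 from each of 2 LGR4-/- clones. LGR4 encodes a receptor for R-spondins. The paper does not mention the clones, and they were identified from the sample labels only. Conditions were assigned from the labels and the paper before the values were examined.

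The authors deposited FPKM values, that is, fragments mapped to a gene scaled for the length of its transcripts and for the number of mapped fragments, given to 2 decimals for 17894 genes in each library. The genes carry NCBI gene identifiers and RefSeq transcripts. The aligner, the counting tool, the genome build and any filters are not named in the paper's text. The FPKM already include the authors' scaling for transcript length and depth, so that no count model was applied, and a test on read counts that had been planned for the case of deposited counts was not run.

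FPKM were compared as log2(FPKM+1), the pseudocount following the log10(FPKM+1) named in the paper's methods. Genes with a mean over the 4 libraries of at least 1 FPKM were kept, which left 12697. A gene was counted as changed at a log2 difference of at least 1 in either direction. The LGR4-/- changes are given for each clone against the single control library, and as their mean. A gene list was described by its median change and by how many of 10000 random lists of the same size had a lower median, with random genes drawn from the same of 20 bins of mean expression. No p-value was computed across genes, since each comparison has 1 control library. Enrichment scores were running sums weighted by the log2 change and divided by the mean of the same sign over 1000 random gene sets; these scores and the count of GO terms among raised genes were added after the data were examined. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and pillow 12.0.0.

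The depth was estimated as the number of reads at which FPKM below 0.6 of transcripts shorter than 1500 bases came closest to whole reads, with lengths from GENCODE release 29 for the 8068 genes with a single RefSeq transcript of known length. The estimates were 8930000 for the control, 8710000 for R-spondin2, 8920000 for LGR4-/- clone 1 and 8810000 for clone 2. Reads implied for a gene follow from its FPKM, its length and this estimate, and 95% Clopper-Pearson intervals were computed where at least 10 reads were implied. They cover counting error only. Coordinates were taken from the same annotation of GRCh38 and are not those of the authors' files.

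The genes named in the text were fixed before the data were examined: LGR4, all genes labelled in the heatmaps of Fig. 4c and Fig. 5c, the genes of Fig. 4f, the 5 largest rises and 5 largest falls with R-spondin2, and the 3 largest rises and 3 largest falls among genes changed at least 2-fold the same way in both LGR4-/- clones. LGR5, LGR6, RSPO1, RSPO2, RSPO3, RSPO4, RNF43 and ZNRF3 are receptors, ligands or regulators of the R-spondin pathway. They were named in addition to this rule after their values had been seen. The longer lists of mesoderm, TGF-β and WNT pathway genes were also written beforehand, without a database. The gene sets that the paper used for KEGG and GSEA were not used here. GO process terms came from the annotation column that the authors deposited with the values, which may or may not be the annotation behind Fig. 4d.

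The list comparison was tested on simulated libraries drawn from the control values, in which 100 genes were raised 1.5-fold. Their median log2 change was found at 0.56 on the log2(FPKM+1) scale, and of 200 lists of 14 unchanged genes 6% fell outside the central 95% of random lists. In 3 simulated libraries the estimated depth differed from the true depth by 0%. These libraries were made with the transcript lengths used for the estimate and with depths that lay on its search steps. They could therefore not show an error from wrong lengths. The alternatives tried were a pseudocount of 0.1, no filter on low values, a filter of at least 5 FPKM, rescaling of each library by its median ratio, a threshold of 1.5-fold, random lists not matched on expression, each LGR4-/- clone left out, and, chosen after seeing the data, GO terms in place of the written lists and the pathway lists without the genes of Fig. 5c.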

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

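The series holds libraries of 2 LGR4-/- clones at day 2, which the paper does not report, and their values lay far from the control library. The tests of depth, of LGR4 itself, of the agreement between the clones and of the control library were chosen only after the results were seen; those of the highest genes and of length and GC content were chosen before their results were seen.

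LGR4, the targeted gene, was at 21.8 FPKM in the control library and 24.3 FPKM with R-spondin2, and at 7.40 and 13.9 FPKM in LGR4-/- clones 1 and 2. Its RNA was lower in the clones but still present. The 14 mesoderm genes of Fig. 4c had a median log2 change of -1.27 in the clones against control, taking the mean of both clones for each gene, and of -1.48 and -1.06 in clones 1 and 2 separately. Among the 12697 genes tested, 30 were raised and 137 were lowered at least 2-fold in both clones. These counts rest on a single control library and have no replicate check on that side. The largest falls were in HAPLN1 (log2 change -2.71, mean of both clones), HAND1 (-2.33) and GYPB (-2.26), and the largest rises in TUBB4A (1.74), PRDM14 (1.51) and SOX2 (1.49).

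Several technical explanations for the lower mesoderm genes were tested. A difference in depth is an unlikely source, as the highest estimated depth of the 4 libraries was 1.025 times the lowest. The share of all FPKM held by the 10 highest genes differed from the control by at most 0.0740 percentage points in the clones. After subtracting the median change of genes of like length and GC content, which were known for all 14 genes, the median of the list was -1.30. All 14 genes were lower in both clones, which goes against a change in only 1 clone. Mislabelled libraries could not be ruled out from the data, because LGR4 in clone 2 was at 64.1% of the control and its RNA can also follow the state of the cells. An unusual control library could not be ruled out either: against the R-spondin2 library the median was -1.71, but that library was treated. Contamination by stromal cells and differences between library batches were not tested, since the labels give no batch. The pattern therefore cannot be told apart from a mislabelled or unusual library. Clonal differences unrelated to LGR4 could not be tested either, as the control is not labelled as a clone. A hypothesis that remains is that cells without functional LGR4 may enter the mesoderm more slowly. Testing it would need further wild-type libraries, wild-type clones among them.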

How the results depend on the processing

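The counts of changed genes depended on the settings, while the medians of the gene lists kept their direction under every alternative run, except for the endoderm genes and, without the genes of Fig. 5c, the WNT pathway genes. With no replicates of control and R-spondin2, a list was taken as unmoved when its median shifted by less than the SD of the medians of matched random lists, or, for the LGR4-/- lists, by less than the SD between the clones. A count was taken as unmoved within 1.5 times. The cause of each change below was not tested.

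With a pseudocount of 0.1, 32 genes were raised and 107 lowered by R-spondin2, against 6 and 22, and 115 were raised and 230 lowered in both LGR4-/- clones, against 30 and 137. With no filter on low values 12 genes were raised by R-spondin2. With genes of at least 5 FPKM 0 were raised and 14 lowered by R-spondin2, and 18 were raised in both clones. At a threshold of 1.5-fold the counts were 73, 193, 337 and 396 in the same order. Rescaling by the median ratio kept all 4 counts within 1.5 times.

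For the R-spondin2 comparison, the mesoderm list of Fig. 4c moved from 0.45 to 0.50 with genes of at least 5 FPKM. The endoderm list reversed from 0.02 to -0.007 with no filter and to -0.005 with genes of at least 5 FPKM. The other mesoderm genes moved from 0.09 to 0.018 with GO terms of the deposited annotation, chosen after seeing the data. Without the genes of Fig. 5c, also chosen after seeing the data, the median of the TGF-β pathway genes moved from 0.068 to 0.023, inside the central 95% of random lists, and that of the WNT pathway genes reversed from 0.015 to -0.014. The pluripotency, neuroectoderm, TGF-β and WNT lists stayed within the stated bounds under the pseudocount, filter and rescaling alternatives. In the LGR4-/- comparison, the mesoderm list moved from -1.27 to -1.81 with a pseudocount of 0.1 and to -1.70 with genes of at least 5 FPKM. The TGF-β pathway genes moved from -0.039 to -0.054 with genes of at least 5 FPKM, to -0.056 with rescaling and to -0.051 with GO terms, and the WNT pathway genes from -0.066 to -0.021 with no filter. The normalized enrichment score of the genes with a mesoderm GO term reversed from 1.00 to -1.13 with genes of at least 5 FPKM. Both scores are about the size that an average random set gives, so neither shows a direction. NCSTN, at -0.009 with R-spondin2, was at 0.001 after rescaling. Among 11 GO counts and enrichment scores, added after the data were seen, 2 others moved with a pseudocount of 0.1, 3 with genes of at least 5 FPKM, 1 with no filter and 0 with rescaling. Of 12 list percentiles among random lists, 12 kept their side of the central 95% with unmatched random lists, 12 with rescaling and 12 with a pseudocount of 0.1, and 10 with each filter. For R-spondin2, the WNT pathway genes went from inside that range to higher than 97.7% of random lists with genes of at least 5 FPKM. In the LGR4-/- clones they went from outside it to higher than 3.06% of random lists, inside it, with no filter. There the TGF-β pathway genes left it, from 2.51% to 1.92% with no filter and to 1.49% with genes of at least 5 FPKM. With GO terms, 3 of 5 percentiles changed side. Of 182 values of single genes, 36 moved with a pseudocount of 0.1, and with rescaling 4 moved and 1 reversed.

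With 1 LGR4-/- replicate left out in turn, from 42 to 160 genes were raised and from 149 to 287 lowered, and the TGF-β pathway median ran from -0.052 to -0.042. Genes that changed sign in the clones, each with its lowest and highest value, were SOX10 (-0.012 to 0.088), ZIC1 (-0.224 to 0.043), POU4F1 (-0.102 to 0.012), KLF10 (-0.051 to 0.012), ACVR1 (-0.122 to 0.075), BMP6 (-0.098 to 0.056), DKK4 (-0.009 to 0.390), AXIN2 (-0.183 to 0.042), ABHD14A-ACY1 (-0.202 to 0.987), HIST1H4I (-0.015 to 1.33) and PLGLB2 (-0.245 to 0.227). No paired analysis was possible because control and R-spondin2 have 1 library each and share only 1 replicate number with the clones. Choosing the largest row of each gene symbol was not run, as each symbol occurs once, and counts per library were not run, as the values are FPKM. Depth limited single genes: at 84 and 96 implied reads for HAND2, the interval of the log2 ratio ran from -0.21 to 0.67.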

Differences from the paper's values

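The paper's normalized enrichment score of mesoderm genes, ordered from control to R-spondin2, is about -1.2 in Fig. 4e, read by eye. In the same order, the 56 mesoderm genes listed here scored -2.14. The gene sets differ, as those of the paper were not used here. The enrichment scores were added after the data were examined, and none of the settings listed beforehand for the other results closed the gap: the score was -1.81 with a pseudocount of 0.1, -2.01 with no filter, -2.41 with genes of at least 5 FPKM and -2.13 after rescaling. With the genes of Fig. 4c left out of the list, a choice made after seeing the values, the score was -1.404. It was -1.12 with a pseudocount of 0.1, -1.434 with no filter, -1.808 with genes of at least 5 FPKM and -1.424 after rescaling. The 23 genes with a mesoderm term in the deposited annotation, also chosen after seeing the values, scored -1.004. With genes of at least 5 FPKM the score of that set was 1.13 in the same order. Both scores of that set are about the size that an average random set gives.

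The paper names SMADs among the TGF-β signaling genes that rose with R-spondin2. In the values here SMAD1 was lower with R-spondin2, with a log2 change of -0.20, as was KLF10 with -0.17; both are labelled in Fig. 5c. The other SMADs labelled there were higher, SMAD6 by 0.44, SMAD7 by 0.29, SMAD3 by 0.13 and SMAD5 by 0.10. The colours of that figure were matched best with KLF10 and SMAD1 left undrawn. The paper lists mesoderm formation and mesoderm morphogenesis among the processes of the raised genes in Fig. 4d. Among the 52 genes raised at least 1.5-fold that carry a GO process in the deposited annotation, 0 of 5 and 0 of 2 genes had those terms, where chance would give 0.029 and 0.011 genes, so these counts could hardly show a lack of enrichment. For mesodermal cell differentiation it was 1 of 5, with 0.029 expected. The paper reports enrichment of the WNT signaling pathway and, ranked above it, of TGF-β signaling among the pathways raised with R-spondin2 in Fig. 5a. Here the 86 WNT pathway genes had a normalized enrichment score of -0.997 for R-spondin2 against control, with a median log2 change of 0.02. The score ran from -1.05 to -0.878 under the pseudocount, filter and rescaling alternatives and was -1.35 without the genes of Fig. 5c. The 131 genes with a WNT term scored -1.07. Apart from -1.35, these scores are about the size that an average random set gives. They therefore show neither enrichment nor lowering of the WNT genes. Among the same 52 raised genes, 1 of 131 had a WNT term and 0 of 72 a TGF-β or BMP term, with 0.753 and 0.414 expected. Of the 130 lowered genes, 4 and 3 had these terms, with 1.883 and 1.035 expected. In the enrichment scores the order was that of the paper, with 1.44 for the 70 TGF-β and BMP pathway genes, a set that contains genes of Fig. 5c. Without those genes the TGF-β and BMP score was 0.773, below the mean of random sets, and 1.096 with no filter on low values. That score therefore shows no enrichment of TGF-β signaling outside the genes the authors chose. The counts among raised genes did not show the order of the paper, and they are too small to rank the pathways.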

Other observations

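Apart from the test of counting noise and those of the mesoderm and TGF-β pathway medians after correction, the tests in this part were chosen only after the results were seen.

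Across the 12697 genes, the R-spondin2 change ran against the LGR4-/- change, with a correlation of -0.295 for clone 1 and -0.184 for clone 2; genes are not independent replicates. The control library enters both changes and would by itself give a positive correlation. Between the R-spondin2 change and the difference of clone 1 from clone 2, which share no library and would be uncorrelated under independent noise, the correlation was -0.284, so the shared control is an unlikely source. Of the 167 genes changed at least 2-fold in both clones, 144 (86.2%) moved the other way with R-spondin2. The differences between control and R-spondin2 had a robust spread of 1.58 times their counting error, and between the clones it was 1.63 times, against 2.51 and 2.09 times for clones 1 and 2 against control. Without replicates, this spread alone cannot separate noise from differences between cultures. Library batches and reads from the stromal cells were not tested. A candidate explanation for the order R-spondin2, control, clone 2 and clone 1 is a single axis of differentiation along which the libraries lie. Whether R-spondin2 and LGR4 set the position on it, or the cultures or clones differed in pace for other reasons, cannot be told apart here.

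If the libraries lay on such an axis, the rise of the mesoderm and TGF-β pathway genes with R-spondin2 could be part of it. The part of each gene's change predicted by the difference between clone 2 and clone 1 was removed, with a slope of 0.272. The mesoderm list of Fig. 4c then had a median of 0.23, against 0.45 before, higher than 10000 of 10000 random lists, and noise in the clones weakens this correction, so what is left of the mesoderm rise cannot be told apart from the same axis. The median of the TGF-β pathway genes was 0.08 after the correction, higher than 9998 random lists, against 0.07 before. The correction did not lower it, and with the same noise in the clones the axis could not be excluded for this list either.

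All 6 genes raised at least 2-fold by R-spondin2 on the log2(FPKM+1) scale (100.0%) were read-through transcripts, histone genes or genes listed under a LOC identifier. Among all genes tested, the share was 0.851%. Such genes made up 7 of the 32 genes (21.9%) that differed at least 2-fold between the clones, where R-spondin2 was not involved. Reads shared between overlapping transcripts or gene copies may therefore explain these 6 rises, and no biological explanation was tested for them. The share depends on the scale. COL3A1, which is of none of these kinds, went from 4.65 to 9.86 FPKM but stayed below the threshold at 0.943. With a pseudocount of 0.1, 32 genes were raised, and their kinds were not examined.

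The legends of Fig. 4c and Fig. 5c name log10 FPKM. In Fig. 4c the colour of the 31 genes correlated at 0.998 with log2(FPKM+1) scaled per gene over all 4 libraries, the LGR4-/- clones included, and at 0.390 with log10(FPKM+1). A candidate explanation is that the colours were scaled per gene across the 4 libraries, of which the heatmaps show 2. The TGF-β block of Fig. 5c has 27 labels and 25 drawn rows of colour. Of the 351 pairs of labels that can be left out, leaving out KLF10 and SMAD1 gave a correlation of 0.9996 with the scaled values and the next best pair 0.808, which is consistent with these 2 genes being labelled but not drawn.

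Of the R-spondin receptors, ligands and regulators, named here after their values had been seen, LGR5 was at 36.7 FPKM in the control, 46.3 with R-spondin2, and 4.85 and 9.78 in LGR4-/- clones 1 and 2. RSPO3 was at 4.27, 5.93, 0.770 and 1.69 FPKM in the same order, and RSPO2 was at 0.450, 0.410, 0.450 and 0.500 FPKM. ZNRF3 was at 7.61, 7.28, 8.12 and 7.80 FPKM. RSPO4, at 3.42, 3.1, 5.71 and 3.93 FPKM, was lower with R-spondin2 and higher in both clones, the reverse of RSPO3. RNF43, at 1.77, 1.28, 0.81 and 1.01 FPKM, was lower than in the control with R-spondin2 and in both clones. LGR6 and RSPO1 were below 1 FPKM in all 4 libraries. The 3 pluripotency genes of Fig. 4c had a median log2 change of 0.93 in the clones, the 4 tested neuroectoderm genes 0.70 and the 3 tested endoderm genes -0.87. The 42 other mesoderm genes had -0.56, the TGF-β pathway genes -0.04 and the WNT pathway genes -0.07, the last lower than 9987 of 10000 random lists. The genes of Fig. 5c, which the authors chose, moved further in the mean of both clones. The median was -0.41 with 27 of 27 genes lower for TGF-β, and -0.51 with 18 of 19 lower for WNT. In clones 1 and 2 separately, 25 and 26 of the TGF-β genes and 19 and 17 of the WNT genes were lower. KDR, for which the paper reports a rise in chemically defined culture (Fig. 4f), was at 34.4 FPKM in control and 34.1 FPKM with R-spondin2 in the co-culture of day 2, a difference not detectable at this depth (log2 ratio -0.01, interval -0.11 to 0.08).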
